# Dot1l interacts with Zc3h10 to activate Ucp1 and other thermogenic genes

**DOI:** 10.7554/eLife.59990

**Published:** 2020-10-27

**Authors:** Danielle Yi, Hai P Nguyen, Jennie Dinh, Jose A Viscarra, Ying Xie, Frances Lin, Madeleine Zhu, Jon M Dempersmier, Yuhui Wang, Hei Sook Sul

**Keywords:** brown adipose tissue, transcription, thermogenesis, Mouse

## Abstract

Brown adipose tissue is a metabolically beneficial organ capable of dissipating chemical energy into heat, thereby increasing energy expenditure. Here, we identify Dot1l, the only known H3K79 methyltransferase, as an interacting partner of Zc3h10 that transcriptionally activates the *Ucp1* promoter and other BAT genes. Through a direct interaction, Dot1l is recruited by Zc3h10 to the promoter regions of thermogenic genes to function as a coactivator by methylating H3K79. We also show that Dot1l is induced during brown fat cell differentiation and by cold exposure and that Dot1l and its H3K79 methyltransferase activity is required for thermogenic gene program. Furthermore, we demonstrate that Dot1l ablation in mice using *Ucp1*-Cre prevents activation of *Ucp1* and other target genes to reduce thermogenic capacity and energy expenditure, promoting adiposity. Hence, Dot1l plays a critical role in the thermogenic program and may present as a future target for obesity therapeutics.

## Introduction

Adipose tissue has a central role in controlling mammalian energy metabolism in that, while white adipose tissue (WAT) is to store excess calories, brown adipose tissue (BAT) is to dissipate energy via non-shivering thermogenesis (Cannon and Nedergaard, 2004). Classic brown adipocytes contain a high density of mitochondria that contain Uncoupling protein 1 (Ucp1), which uncouples respiration from ATP synthesis and generates heat instead (Farmer, 2008; Cannon and Nedergaard, 2004). In addition, beige/brite adipocytes in WAT depot are recruited upon cold exposure or β_3_-adrenergic stimulation (Seale et al., 2008; Wang and Seale, 2016; Sanchez-Gurmaches et al., 2016; Cypess et al., 2009; Lichtenbelt et al., 2009; Virtanen et al., 2009; Chondronikola et al., 2014). Based on several cross-sectional studies, adult human brown fat or brown fat-like tissue is inversely correlated with body mass index and visceral fat (Lichtenbelt et al., 2009; Hibi et al., 2016; Jimenez et al., 2007). Therefore, unraveling the mechanisms underlying the thermogenic gene program has drawn growing attention in obesity research as a promising avenue to combat obesity and associated metabolic diseases.

One of the major advances in BAT biology has been understanding the transcription network that governs the thermogenic gene program and finding critical factors that activate the *Ucp1* gene. A multitude of transcriptional regulators have been implicated in the transcription of *Ucp1*, including transcription factors, Zfp516, Irf4, and Ebf2, and transcriptional coregulators, Prdm16, Ppargc1a, and Lsd1 (Seale et al., 2008; Rajakumari et al., 2013; Dempersmier et al., 2015; Puigserver et al., 1998; Sambeat et al., 2016; Kong et al., 2014). Recently, we identified a BAT-enriched and cold-induced transcription factor, Zc3h10 that activates *Ucp1* and other target genes, such as *Tfam* and *Nrf1* for mitochondrial biogenesis (Yi et al., 2019). Zc3h10 activates the *Ucp1* promoter by directly binding to the −4.6 kb region. Upon sympathetic stimulation, Zc3h10 is phosphorylated at S126 by p38 mitogen-activated protein kinase (MAPK) to increase binding to this distal region of the *Ucp1* promoter. Consequently, Zc3h10 ablation in mice impairs the thermogenic gene program, while Zc3h10 overexpression in adipose tissue enhances the thermogenic capacity and energy expenditure, protecting mice from diet-induced obesity (Yi et al., 2019).

As in most biological processes, BAT as well as beige fat, rely heavily on environmental cues for its full activation of the thermogenic gene program. Integrating epigenetic effectors into the thermogenic network may provide a comprehensive understanding in the regulation of thermogenic gene program (Yi et al., 2020). Here, we identify Dot1l (disruptor of telemetric silencing 1-like) as an interacting partner of Zc3h10 and a critical coactivator of thermogenic genes. Dot1l is the only known methyltransferase that catalyzes the sequential mono-, di- and tri-methylation of H3K79, which, unlike major epigenetic sites, is located at the globular domain of nucleosome (Min et al., 2003; van Leeuwen et al., 2002; Frederiks et al., 2008). Differing from other histone methyltransferases, Dot1l does not contain a SET domain but uniquely has an AdoMET motif (Feng et al., 2002; van Leeuwen et al., 2002). Dot1l is broadly known to play roles in telomere silencing, cell cycle regulations and is particularly well studied in mixed lineage leukemia (MLL)-related leukemogenesis (Schulze et al., 2009; Okada et al., 2005; Nguyen and Zhang, 2011; Ng et al., 2002). However, not much is known about Dot1l recruitment to specific sites by specific transcription factors. Nor the role of Dot1l is thermogenic gene program is known.

We show here that Dot1l is recruited to the *Ucp1* promoter region via its direct interaction with Zc3h10 for Zc3h10-mediated transcriptional activation of *Ucp1* and other target genes. By using the specific chemical inhibitor of Dot1l-H3K79 methyltransferase activity, pinometostat (EPZ-5676), we demonstrate that Dot1l methyltransferase activity is required for thermogenic gene expression in vitro and in vivo. Moreover, Dot1l ablation in brown adipocytes impairs, while ectopic Dot1l expression enhances, thermogenic gene program and that Dot1l requires Zc3h10 for its function in thermogenesis. Dot1l ablation in *Ucp1*^+^ cells in mice impairs the thermogenic capacity and lowers oxygen consumption, leading to weight gain. In this regard, the GWAS database reveals multiple SNPs of Dot1l associated with a waist-hip ratio and body mass index, further supporting a potential role of Dot1l in human obesity (GWAS Central identifier: HGVPM1111, HGVPM1114).

## Results

### Dot1l directly interacts with Zc3h10 for its recruitment and activation of *Ucp1* and other thermogenic genes

We previously reported Zc3h10 as a BAT-enriched transcription factor that promotes the BAT gene program (Yi et al., 2019). Most transcription factors do not work alone but rather form a complex to recruit other cofactors for transcription. Thus, as a DNA-binding protein, Zc3h10 may interact with coregulators to activate BAT gene transcription. Therefore, we searched for potential interacting partners of Zc3h10. The Zc3h10 with the streptavidin- and calmodulin-binding epitope-tag were incubated with nuclear extracts from BAT and the Zc3h10 complex after sequential purification were subjected to mass spectrometry. We identified multiple potential Zc3h10 interacting proteins, among which were methyltransferases and chromatin remodelers (Figure 1—figure supplement 1A). For further studying as a Zc3h10 interacting protein, we selected Dot1l (disruptor of telemetric silencing 1-like), the H3K79 methyltransferase, as it directly interacted with Zc3h10 and was the only BAT-enriched gene out of the candidates tested.

First, for validation of interaction between Dot1l and Zc3h10, we performed Co-IP experiments with lysates of HEK293 cells transfected with HA-*Dot1l* and Flag-Zc3h10 by using FLAG and HA antibodies. Indeed, we detected FLAG-Zc3h10 upon immunoprecipitation with HA antibodies. Conversely, HA-Dot1l was detected upon immunoprecipitation with FLAG antibodies (Figure 1A, left). We then tested an interaction of the two endogenous proteins using BAT from mice. Again, we detected the presence of endogenous Zc3h10 when nuclear extracts of BAT from mice were immunoprecipitated with Dot1l antibody. By reverse Co-IP, we confirmed the interaction between endogenous Dot1l and Zc3h10 (Figure 1A, right). We previously showed that Zc3h10 is recruited to thermogenic gene promoters by p38 MAPK in response to cold exposure/β_3_ stimulation (Yi et al., 2019). To test if cold exposure/p38 MAPK can increase the interaction of Dot1l and Zc3h10, we took BAT lysates from mice housed at room temperature or 4°C and immunoprecipitated with either IgG or Dot1l and immunoblotted with Zc3h10. However, the interaction of Dot1l and Zc3h10 did not change between conditions, and cold exposure does not modulate the Zc3h10-Dot1l interaction (Figure 1—figure supplement 1B). We next asked whether Dot1l can directly bind Zc3h10, by using glutathione S-transferase (GST) fused to Dot1l, expressed and purified from *E. coli* (Figure 1—figure supplement 1C). Incubation of GST-Dot1l fusion protein immobilized on glutathione beads with in vitro transcribed and translated [^35^S]-Zc3h10, but not control GST-alone, detected the presence of Zc3h10 (Figure 1B). Overall, these results demonstrate that Dot1l directly interacts with Zc3h10. We next examined domains of Dot1l for its interaction with Zc3h10. We generated three *Dot1l* truncated constructs; N-terminal Dot1l (1-500aa) containing the catalytic domain, the middle fragment (501-1000aa) containing the coiled-coil domain, and the C-terminal domain (1001-1540aa); All constructs were N-terminally tagged with HA. We then cotransfected these constructs with full-length Flag-tagged *Zc3h10*. By Co-IP, we detected the middle fragment (501–1000) of Dot1l, that contains coiled coil motifs, interacting with Zc3h10, but not the other two regions of Dot1l (Figure 1C). We conclude that the middle fragments of Dot1l contains the Zc3h10 interacting domain.

**Figure 1.**
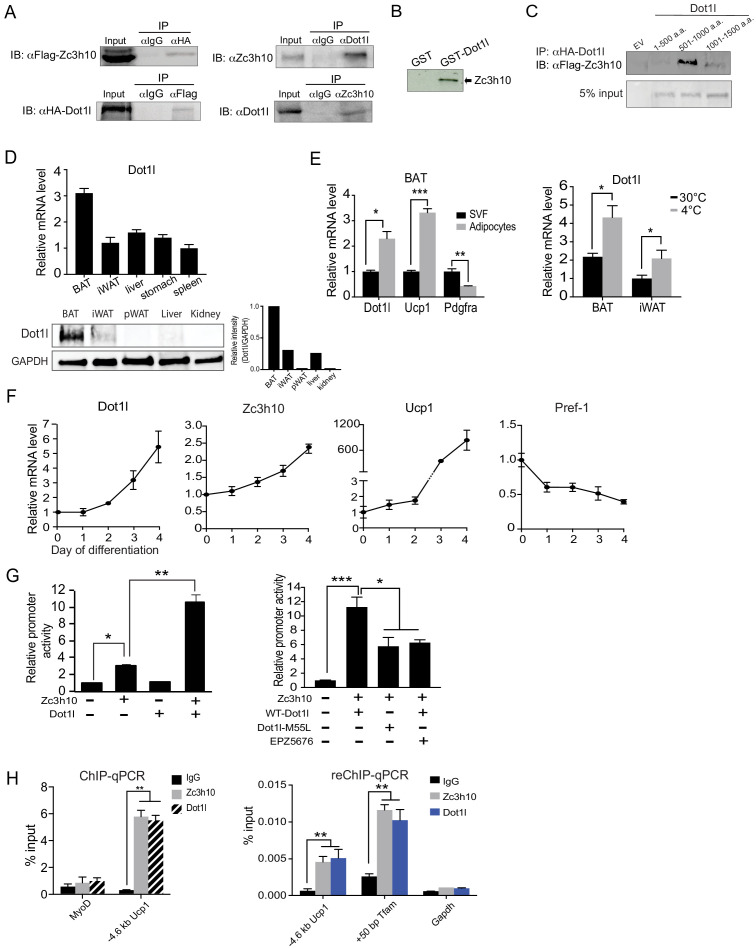
Dot1l directly interacts with Zc3h10 for its recruitment and activation of BAT gene program. (**A**) (Left) CoIP using αFlag for Zc3h10 or αHA for Dot1l after immunoprecipitation with either αHA- or αFlag, respectively, using lysates from HEK293FT cells transfected with Flag-*Zc3h10* and HA-*Dot1l*. (Right) CoIP of endogenous Zc3h10 and Dot1l protein using BAT tissue of C57BL/6 using αZc3h10 and αDot1l. (**B**) Autoradiograph of GST pull-down using GST-Dot1l and ^35^S-labeled in vitro transcribed/translated Zc3h10. (**C**) CoIP using αFlag for Zc3h10 after immunoprecipitation with αHA for Dot1l using lysates from HEK293FT cells transfected with Flag-*Zc3h10* and various HA-*Dot1l* constructs. (**D**) RT-qPCR and western blot analysis of Dot1l in various tissues from 10-week-old C57BL/6 mice (n = 5). (Bottom right) Quantification of intensity of protein bands, calculated by *Dot1l*/*Gapdh*. (**E**) (Left) RT-qPCR for indicated genes in the adipocyte fraction and SVF from BAT. (Right) RT-qPCR for *Dot1l* mRNA of BAT and iWAT from mice housed at either 30°C or 4°C (n = 5). (**F**) RT-qPCR for indicated genes during the course of BAT cell differentiation. (**G**) (Left) HEK293 cells were cotransfected with the −5.5 kb *Ucp1*-Luc promoter with *Zc3h10* or *Dot1l* either together or individually (n = 5). (Right) Luciferase assay with HEK293 cells transfected with M55L-*Dot1l* or WT-*Dot1l* with the −5.5 kb *Ucp1*-Luc promoter with *Zc3h10*. (**H**) (Left) ChIP-qPCR for *Zc3h10* and *Dot1l* enrichment at the −4.6 kb region of *Ucp1* promoter using Flag or HA antibodies. Differentiated BAT cells were transduced with either Flag-*Zc3h10* or HA-*Dot1l*. (Right) ReChIP-qPCR for Dot1l and Zc3h10 co-occupancy using chromatin from BAT cells that were transduced with *Zc3h10* and/or *Dot1l*. Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

**Figure 1—figure supplement 1.**
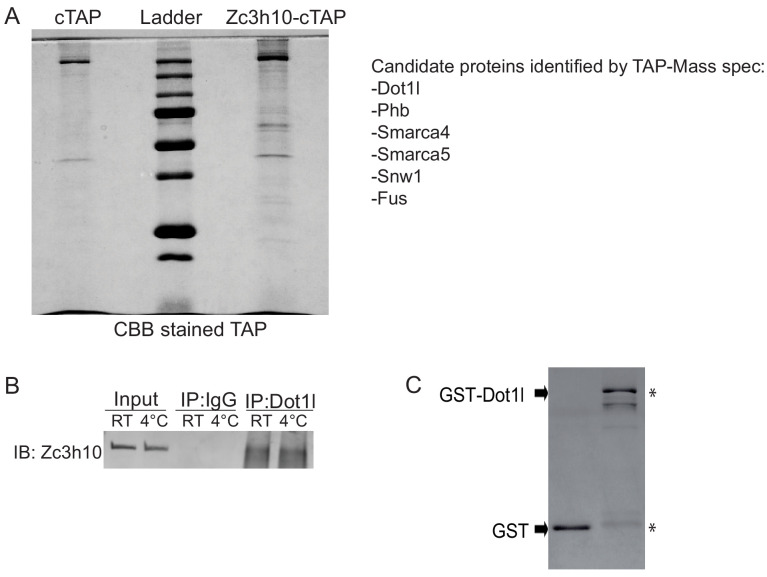
Dot1l directly interacts with Zc3h10 for UCP1 promoter activation. (**A**) Gel stained with Coomassie Blue after cTAP purification assay and a list of potential Zc3h10 interacting proteins identified by Mass spec. (**B**) Immunoblotting for Zc3h10 after immonoprecipitating with αIgG or αDot1l, respectively, using lysates from BAT of WT mouse. (**C**) Coomassie staining for GST alone and GST-Dot1l fusion protein.

Since Zc3h10 activates *Ucp1* and other target genes for BAT gene program and Dot1l interacts with Zc3h10, Dot1l expression pattern could be similar to Zc3h10 and thus BAT-enriched. Indeed, tissue expression profiling by RT-qPCR and immunoblotting showed that Dot1l was enriched in mouse BAT compared to other tissues tested, such as WAT, liver, and kidney (Figure 1D). We next compared *Dot1l* mRNA levels between the stromal vascular fraction (SVF) that contains preadipocytes with adipocyte fraction of BAT from 10-wk-old wild-type (WT) mice. As expected, *Ucp1* was enriched in the adipocyte fraction, whereas *Pdgfra* expression was higher in the SVF fraction. We found *Dot1l* to be enriched in the brown adipocyte fraction by over 2-fold compared to the SVF (Figure 1E, left). Moreover, similar to *Zc3h10*, expression of *Dot1l* in BAT was induced upon cold exposure (Figure 1E, right). We next examined *Dot1l* expression during BAT cell differentiation in vitro. During the course of brown adipocyte differentiation, as expected, *Ucp1* expression was induced, whereas expression of preadipocyte gene, *Pref-1 (Dlk1)*, was suppressed. More importantly, similar to *Zc3h10*, *Dot1l* mRNA level was increased during BAT cell differentiation (Figure 1F). Overall, we conclude that Dot1l expression pattern is similar to Zc3h10 in terms of enrichment in mature brown adipocytes and induction by cold exposure, which may allow potential a cooperative function of Dot1l and Zc3h10 for the BAT gene program.

Next, to examine the functional significance of Dot1l and Zc3h10 interaction in the activation of the *Ucp1* promoter, we performed the luciferase (Luc) reporter assay using the −5.5 kb *Ucp1*-Luc promoter. Along with the *Ucp1* promoter-Luc construct, *Zc3h10* and *Dot1l* were cotransfected into HEK293 cells. As expected, compared to empty vector control, Zc3h10 alone activated the *Ucp1* promoter over 3-fold. Dot1l alone could not activate the *Ucp1* promoter. When co-transfected with Zc3h10, Dot1l was able to synergistically activate the *Ucp1* promoter, resulting in a robust 11-fold increase in the *Ucp1* promoter activity (Figure 1G, left). To test whether its enzymatic activity of Dot1l is required for activation of the *Ucp1* promoter, we generated a *Dot1l*-M55L construct, mutated of a critical residue in the catalytic core, located at its substrate, histone binding domain (Zhu et al., 2018). WT-*Dot1l* and *Dot1*-M55L were co-transfected with *Zc3h10* and the *Ucp1*-luc promoter into HEK293 cells. Cotransfection of WT-*Dot1l* along with *Zc3h10* increased the *Ucp1* promoter activity as expected. However, cotransfection of *Dot1l*-M55L along with *Zc3h10* and the *Ucp1*-luc significantly reduced the increase in the *Ucp1* promoter activity compared to WT-*Dot1l* with *Zc3h10* (Figure 1G, right). Furthermore, we also treated HEK293 cells cotransfected with WT-*Dot1l* and *Zc3h10* with EPZ5676, a specific inhibitor of Dot1l H3K79 methyltransferase known to bind at the S-adenosyl methionine (SAM) binding pocket (Daigle et al., 2013). We detected significantly decrease in the *Ucp1* promoter activation by Dot1l and Zc3h10 (Figure 1G, right). These results demonstrate that catalytic activity of Dot1l is required for the cooperative function of Dot1l and Zc3h10 in the *Ucp1* promoter activation. Next, because Dot1l interacts with Zc3h10 to enhance the *Ucp1* promoter activity, we predicted that Dot1l should occupy the same *Ucp1* promoter region where Zc3h10 binds. We performed chromatin immunoprecipitation (ChIP) using BAT cells transduced with adenovirus containing Flag-tagged *Zc3h10* and HA-tagged *Dot1l*. By using Flag (for Zc3h10) and HA (for Dot1l) antibodies, we detected strong enrichment of both Zc3h10 and Dot1l at the - 4.6 kb region of the *Ucp1* promoter, a region corresponding to the Zc3h10-binding site (Yi et al., 2019; Figure 1H, left). We next performed a Re-ChIP experiment using Zc3h10 antibody and Dot1l antibody sequentially. Indeed, we observed significant enrichment of Dot1l for the −4.6 kb region of the *Ucp1* promoter as well as +50 bp *Tfam* promoter region, similar to Zc3h10 enrichment alone. However, there was no enrichment observed in the control, *Gapdh* promoter (Figure 1H, right). This illustrates the co-occupancy of Dot1l and Zc3h10 at the same regions of *Tfam* and *Ucp1* promoters. Collectively, we demonstrate that Dot1l, as an interacting partner of Zc3h10, is a critical coactivator of the *Ucp1* promoter.

### Dot1l is critical for the thermogenic gene program, and its action is dependent on Zc3h10

We next tested whether Dot1l is required for BAT gene program in cultured BAT cells. BAT cells at Day 2 of differentiation were transduced with adenovirus expressing short hairpin RNAs targeting *Dot1l* for knockdown (Dot1l KD) and were stimulated with forskolin for 6 hr on D6. Transduction of sh*Dot1l* adenovirus in BAT cells caused a decrease in *Dot1l* mRNA levels by approximately 60% (Figure 2A, left). While there were no apparent changes in expression of transcription factors critical for brown adipocyte differentiation, such as *Pparg*, there was a 50% reduction in *Ucp1* expression at mRNA and protein levels (Figure 2A). Expression of other Zc3h10 target genes, including *Tfam*, *Nrf1* and *Elovl3*, was also decreased significantly (Figure 2A, middle). Moreover, Dot1l KD BAT cells had decreased oxygen consumption rate (OCR) in oligomycin-, FCCP-, and rotenone/antimycin A-treated conditions (Figure 2B, left). Notably, the uncoupled respiration of Dot1l KD cells was significantly lower than the control BAT cells in both basal and in forskolin-stimulated conditions (Figure 2B, right). Additionally, we examined Dot1l's effect on adipogenesis to distinguish its effect on thermogenic gene expression and general regulation of adipogenesis. Indeed, there was no difference in expression of adipogenic marks, such as *Fabp4*, *Pparg*, *Adipoq* and no difference in lipid accumulation detected by Oil Red O staining (Figure 2—figure supplement 1A). These results show that Dot1l is critical for full activation of the BAT gene program and mitochondrogenesis, and thus thermogenic function in BAT cells.

**Figure 2.**
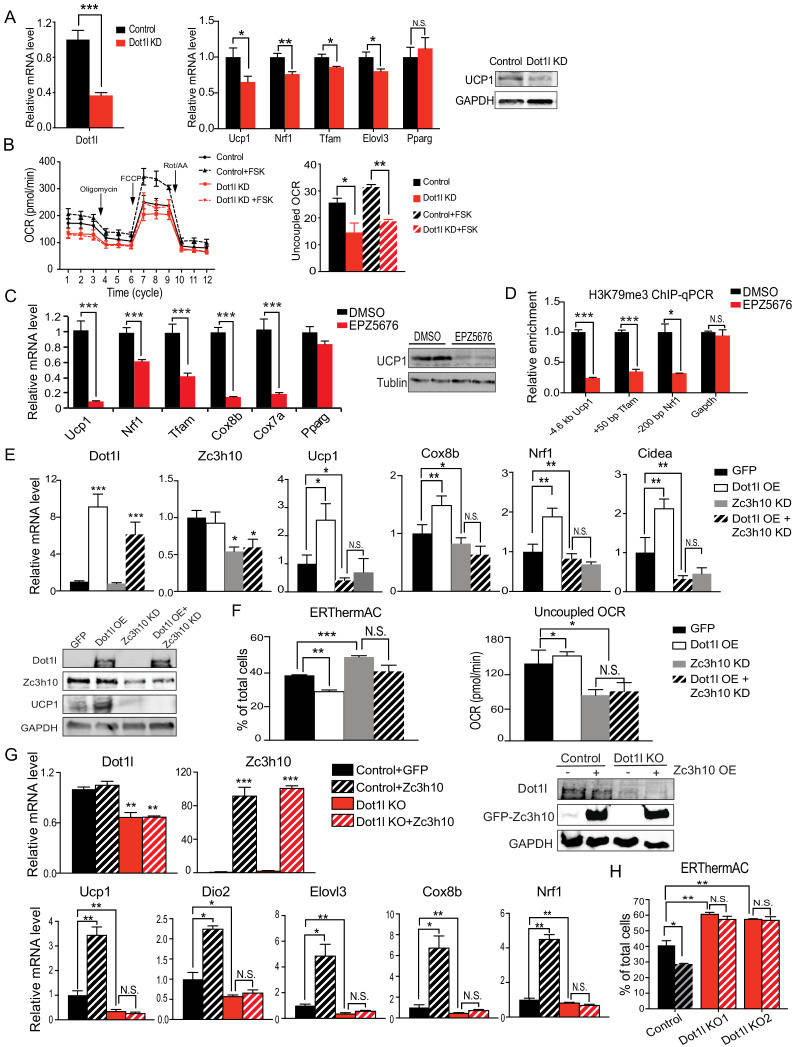
Dot1l is critical for the thermogenic gene program, and its action is dependent on Zc3h10. (**A**) (Left) RT-qPCR for *Dot1l* and thermogenic genes in BAT cells infected either scrambled (Control) or adenovirus expressing short hairpin targeting *Dot1l* (Dot1l KD) after D2 of adipogenic differentiation (n = 6). (Right) Immunoblotting for Ucp1. (**B**) (Left) OCR measured in Dot1l KD cells using Seahorse XF24 analyzer (n = 5). (Right) Uncoupled OCR in BAT cells infected with control or shDot1l under oligomycin (0.5 uM). (**C**) (Left) RT-qPCR for BAT cells treated with Dot1l chemical inhibitor, EPZ5676 (5 nM). (Right) Western blotting analysis for Ucp1 protein. (**D**) ChIP-qPCR for H3K79me3 at indicating genes using chromatin from differentiated BAT cells overexpressing Dot1l and treated with EPZ5676 (n = 5). (**E**) (Top) RT-qPCR for indicated genes and (Bottom) immunoblotting for indicated proteins in differentiated BAT cells that were transduced with either Ad*GFP* or Ad*Dot1l* or sh*Zc3h10* individually or in combination for overexpression of Dot1l and knockdown of Zc3h10 (n = 6). The differentiated cells were treated with forskolin (10 uM) for 6 hr. (**F**) (Left) FACS analysis and quantification of ERthermAC, that inversely correlates with heat production. (Right) Uncoupled OCR measured in BAT cells by Seahorse assay (n = 5). (**G**) RT-qPCR for indicated genes and immunoblotting for indicated proteins in the control BAT cells or *Dot1l*-CRISPR KO pool, overexpressing either GFP or Zc3h10. (**H**) FACS analysis and quantification of ERthermAC in Zc3h10 overexpressing in the control or *Dot1l*-CRISPR KO pools treated with forskolin(10 µM). Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

**Figure 2—figure supplement 1.**
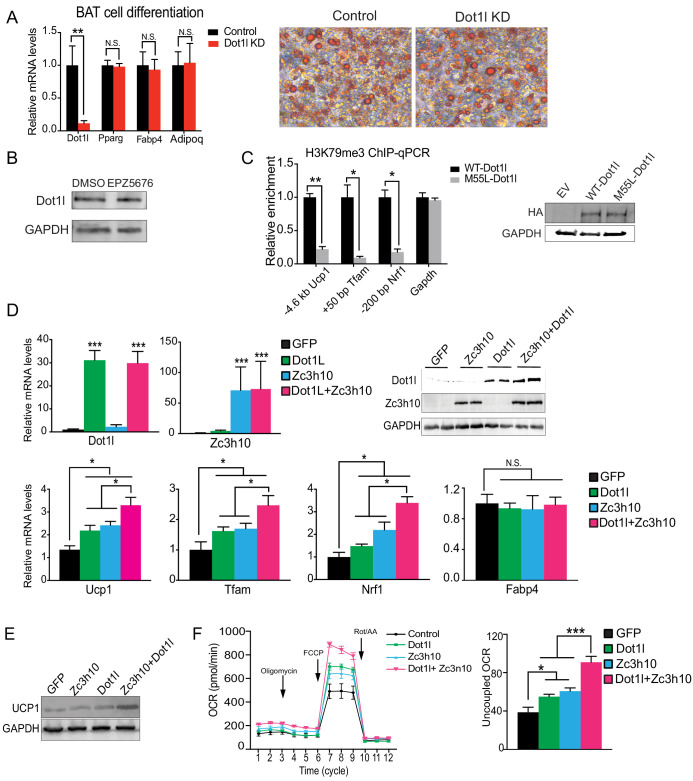
Dot1l promotes the thermogenic gene program in vitro. (**A**) RT-qPCR for indiciated genes and Oil Red O staining for lipid accumulation in differentiated BAT cells that were tranduced with shDot1l before differentiation. (**B**) Immunoblotting for Dot1l in BAT cells treated with Dot1l inhibitor, EPZ5676, for testing Dot1l protein stability. (**C**) ChIP-qPCR for H3K79m3 in BAT cells transfected with WT-*Dot1l* and M55L-*Dot1l* mutant. (**D**) RT-qPCR for indicated genes and immunoblotting for indicated proteins in 3T3-L1 cells that were transduced with either AdGFP or Ad*Zc3h10* or Ad*Dot1l* individually or in combination for overexpression (OE) of Zc3h10 and Dot1l (n = 6). The differentiated cells were treated with forskolin (10 uM) for 6 hr to induce beiging. (**E**) Immunoblotting for UCP1. (**F**) (Left) OCR measured in Zc3h10 OE and Dot1l OE, individually and in combination in differentiated 3T3-L1 adipocytes that were induced to beiging (n = 6). (Right) Uncoupled OCR under oligomycin (0.5 uM). Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

Next, in order to further establish the role for Dot1l in BAT gene program, we treated BAT cells with a specific inhibitor of Dot1l H3K79 methyltransferase, EPZ5676 and stimulated the cells with forskolin for 6 hr on D6. We predicted that if Dot1l is required for the transcriptional activation of *Ucp1* and other BAT genes, inhibition of Dot1l activity should prevent BAT gene expression. Dot1l inhibition resulted in a significant reduction in mRNA and protein levels for Ucp1 by 90% (Figure 2C), while not affecting Dot1l protein stability (Figure 2—figure supplement 1B). Expression of other BAT-enriched Zc3h10 target genes, such as *Tfam*, *Nrf1*, *Cox7a*, and *Cox8b*, was decreased by 40–80%, whereas *Pparg* expression was not affected (Figure 2C). In order to confirm that the decrease in thermogenic gene expression is due to the enzymatic activity of Dot1l, we overexpressed Dot1l in differentiated BAT cells and treated with Dot1l inhibitor (10 uM), then performed ChIP-qPCR for H3K79me3. EPZ5676 treated cells had significantly decreased H3K79me3 at −4.6 kb *Ucp1* region as well as *Tfam* and *Nrf1* promoter regions, while having no difference at the *Gapdh* promoter region as compared to the control cells (Figure 2D). Furthermore, we overexpressed WT-Dot1l or M55L-Dot1l mutated of a critical residue in the catalytic core, in BAT cells and performed ChIP-qPCR. Dot1l-M55L mutant significantly reduced occupancy of H3K79me3 at the promoter regions of *Ucp1*, *Tfam* and *Nrf1*, compared to WT-Dot1l, while not affecting *Gapdh* promoter region (Figure 2—figure supplement 1C). These results show that Dot1l methyltransferase activity is required for thermogenic gene expression and other Zc3h10 target genes for the BAT gene program.

To investigate whether Dot1l's function is dependent on its recruitment by Zc3h10 to thermogenic genes, we performed adenoviral overexpression of *Dot1l* (Dot1l OE) and knockdown of *Zc3h10* (Zc3h10 KD) alone or in combination in BAT cells on Day 2 of differentiation. We verified that *Dot1l* was overexpressed by over 6-fold, and *Zc3h10* was knocked down by 50% at the mRNA and protein levels (Figure 2E). As expected, Dot1l overexpression significantly increased thermogenic gene expression including *Ucp1*, *Cox8b*, *Cidea*, while Zc3h10 KD significantly decreased these genes (Figure 2E). To examine the functional changes of thermogenic capacity in these BAT cells, we utilized a small molecule thermosensitive fluorescent dye, ERthermAC in live cells (Kriszt et al., 2017). Corresponding to an increase in temperature, ERthermAC can accumulate in the ER to decrease fluorescence and, thus, fluorescence and thermogenesis are inversely correlated. Upon forskolin treatment, the population of ERthermAC^+^ cells in Dot1l OE cells was decreased by 10%, which indicated that the cell population with higher temperature was increased by approximately 2.5-fold (Figure 2F, Left), calculated by the percent decrease from ERthermAC^+^ population in control cells. In contrast, ERthermAC^+^ cells in Zc3h10 KD cells were significantly increased by 10%, indicating that *Zc3h10* ablation decreased heat production in BAT cells. Moreover, Zc3h10 KD in Dot1l overexpressing cells showed low ERthermAC^+^ cells that were similar to control cells, indicating that *Zc3h10* ablation prevented Dot1l-induced thermogenesis. Furthermore, when we measured OCR by using Seahorse, Dot1l overexpression in Zc3h10 KD BAT cells had the uncoupled OCR comparable to that of Zc3h10 KD, which was significantly lower than the control cells (Figure 2F, Right). These results are in accord with the concept that Dot1l activation of thermogenic genes is dependent on Zc3h10.

Next, we asked whether Dot1l is required for Zc3h10-induced thermogenesis. To induce Dot1l ablation in vitro, we used *Dot1l* knockout (Dot1l KO) pools generated by the CRISPR-inducible Cas9 system. We then overexpressed Zc3h10 in both control and the Dot1l KO pool and differentiated them. We verified that *Dot1l* was reduced at the mRNA levels and protein levels by approximately 50% in the Dot1l KO pool, and Zc3h10 was overexpressed by more than 80-fold. We found that Dot1l KO pool had significantly decreased *Ucp1*, *Dio2*, *Elov3*, *Cox8b*, and *Nrf1* mRNA levels by more than 50% compared to the control BAT cells, while Zc3h10 overexpression increased thermogenic gene expression as expected (Figure 2G). Importantly, Zc3h10 overexpression in Dot1l KO pool did not rescue the decreased BAT- gene expression, remaining in significantly reduced thermogenic gene expression, an evidence that Dot1l is critical for Zc3h10-induced thermogenic gene program. We also utilized ERthermAC to test heat generation in these cells. Zc3h10 OE significantly reduced ERthermAC^+^ population in compared to control; while two independent Dot1l KO pools had increased ERthermAC^+^ population, indicating decreased thermogenesis (Figure 2H). Notably, Zc3h10 OE did not affect ERthermAC^+^ population in Dot1l KO pools. Altogether, these data further show that Dot1l is required for activation of thermogenic genes by Zc3h10.

We then tested the ability of Dot1l to induce *Ucp1* and other thermogenic genes by gain of function experiment using 3T3-L1 cells. We overexpressed Dot1l or Zc3h10 alone or together via adenoviral transduction in 3T3-L1 cells and the cells were induced to browning by forskolin treatment. We first verified Zc3h10 and Dot1l overexpression by RT-qPCR and immunoblotting (Figure 2—figure supplement 1D). Interestingly, Dot1l overexpression alone increased *Ucp1* mRNA levels over two-fold, probably due to the presence of endogenous Dot1l in 3T3-L1 cells. Co-overexpression of both Dot1l and Zc3h10 resulted in a further increase in *Ucp1* mRNA levels by three-fold and Ucp1 protein levels (Figure 2—figure supplement 1D and E). Furthermore, overexpression of Dot1l and Zc3h10 together in differentiated 3T3- L1 cells further increased mRNA levels for *Tfam* and *Nrf1* in comparison to Dot1l or Zc3h10 alone. Expression of a terminal adipose gene, FABP4, was not significantly different in all conditions. With increased expression of *Ucp1* and other BAT-enriched genes upon overexpression of Dot1l and Zc3h10 (Figure 2—figure supplement 1D), we next assessed the functional consequence of the oxygen consumption. Indeed, forskolin-treated Dot1l alone overexpressing cells had somewhat increased OCR. Co-overexpression of both *Dot1l* and *Zc3h10* further increased the total OCR as well as uncoupled OCR, suggesting cooperative function of Dot1l and Zc3h10 in browning of 3T3-L1 cells (Figure 2—figure supplement 1F). Altogether, these results demonstrate that Dot1l plays a critical role in promoting thermogenic program.

### Inhibition of Dot1l methyltransferase activity impairs BAT gene program in vivo

To study Dot1l function in vivo, we first used a selective and potent small molecule inhibitor of Dot1l, EPZ5676. We administered either saline (control) or EPZ5676 to WT mice via daily subcutaneous injection for 8 days (Figure 3A). Tissues were taken after 4 hr of cold exposure. By immunoblotting with H3K79me3 antibody, we confirmed inhibition of H3K79 methylation in BAT of animals treated with EPZ5676 (Figure 3B, left). Indeed, BAT from the inhibitor treated mice showed significantly decreased mRNA levels for *Ucp1*, *Nrf1*, and *Tfam*, as well as other thermogenic genes, such as *Ppargc1a* and *Elovl3*, while no changes in adipogenic transcription factor, such as *Pparg* (Figure 3B, middle). Also, the immunoblotting detected significantly lower Ucp1 protein levels in BAT of EPZ5676 treated mice compared to the control mice (Figure 3B, middle). Similarly, EPZ5676 treatment also decreased thermogenic gene expression in iWAT, WAT depot known to undergo browning (Figure 3B, right), but not in pWAT or in liver (Figure 3—figure supplement 1A).

**Figure 3.**
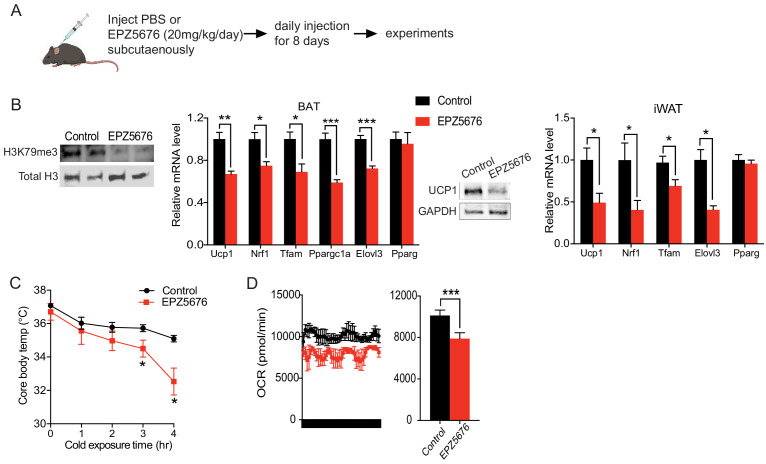
Inhibition of Dot1l activity impairs BAT gene program in vivo. (**A**) Schematic diagram of the strategy used to inject either Saline for control or Dot1l chemical inhibitor, EPZ5676. (**B**) (Left) Immunoblotting for H3K79me3 and total H3. (Middle) RT-qPCR for indicated genes in BAT and iWAT from either PBS or EPZ5676 injected mice (n = 4 per group) and immunoblotting for Ucp1 protein. (**C**) Rectal temperature of 14-week-old mice maintained at 4°C at indicated time points (hr) (n = 4 per group). (**D**) VO_2_ assayed in mice that were housed at 4°C by indirect calorimetry using CLAMS. Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

**Figure 3—figure supplement 1.**
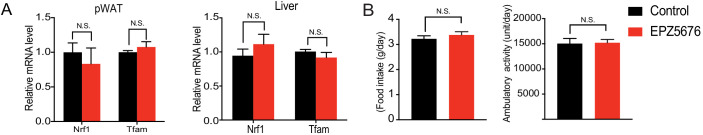
Inhibition of Dot1l activity impairs BAT gene program in vivo. (**A**) RT-qPCR for indicated genes in pWAT and liver of control and EPZ5676 injected mice. (**B**) Food intake and locomotor activity of control and EPZ5676 injected mice. Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

Next, to investigate the physiological outcome from decreased expression of thermogenic genes, we subjected these EPZ5676 treated mice to acute cold exposure at 4°C. Both groups of mice had body temperatures around 37°C prior to the cold exposure. After 4 hr of cold exposure, the body temperature of the EPZ5676-treated mice was 4°C lower compared to their non-treated littermates, demonstrating the significantly reduced thermogenic capacity (Figure 3C). Next, we assessed the energy expenditure by measuring the whole body O_2_ consumption using CLAMS. Indeed, EPZ5676 treated mice had significantly lower VO_2_ than the control mice at 4°C (Figure 3D), whereas food intake and locomotive activity were similar between the two groups (Figure 3—figure supplement 1B). Altogether, these results support that Dot1l enzymatic activity is critical for activating the thermogenic gene program in vivo.

### The requirement of Dot1l for cold-induced thermogenesis and the Dot1l-Zc3h10 function in mice

To further evaluate whether Dot1l is critical for the BAT gene program in vivo, we performed *Dot1l* ablation in *Ucp1^+^* cells in mice (Dot1l-BKO) by crossing *Dot1l* floxed mice with *Ucp1*-Cre mice (Figure 4A, left). We validated our mouse model by genotyping and by comparing *Dot1l* mRNA levels in BAT and iWAT of Dot1l-BKO mice and *Dot1l* f/f control mice (WT). Dot1l-BKO mice had a 70% reduction in *Dot1l* mRNA and protein levels in BAT. Dot1l-BKO mice also showed a 60% decrease in *Dot1l* mRNA level in iWAT, probably due to the mild cold exposure at room temperature that can induce *Ucp1*^+^ adipocytes in iWAT (Figure 4A, right). Importantly, *Ucp1* expression was significantly reduced by 40% and 60% in BAT and iWAT, respectively (Figure 4B). Ucp1 protein level also was reduced significantly, as detect in BAT (Figure 4B right). In addition, expression of other BAT enriched genes, such as *Dio2* and *Cidea*, and other Zc3h10 target genes, such as *Tfam* and *Nrf1*, were all significantly decreased in BAT and iWAT of Dot1l-BKO mice, compared to WT littermates (Figure 4C).

**Figure 4.**
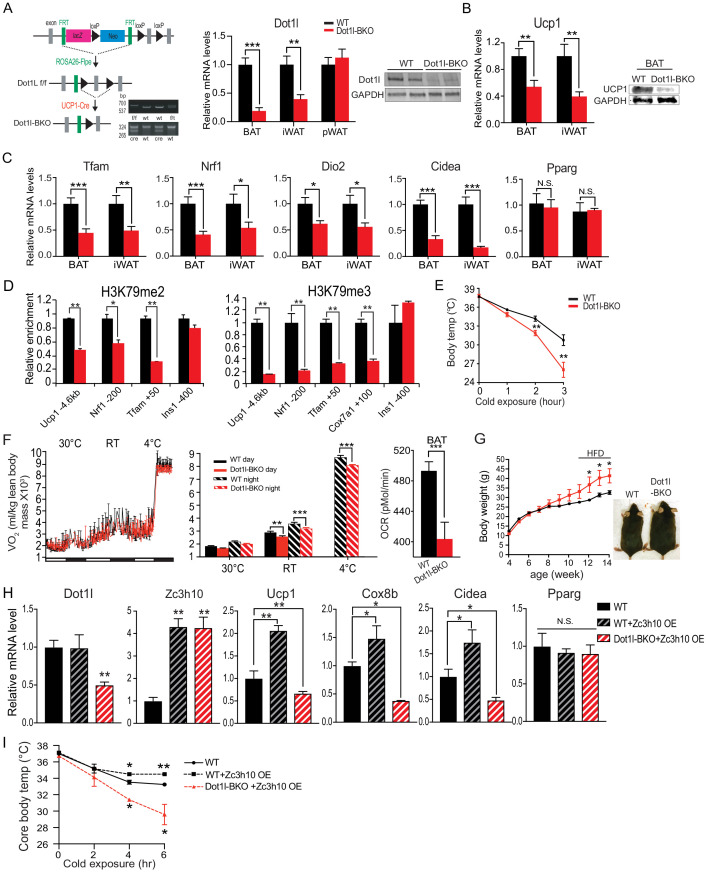
The requirement of Dot1l for cold-induced thermogenesis and the Dot1l-Zc3h10 function in mice. (**A**) (Left) Schematic diagram of the strategy used to generate BAT-specific *Dot1l* conditional knockout mice. PCR genotyping of the mice: Top gel, *Dot1l* allele; bottom gel, Cre. (Middle) RT-qPCR for *Dot1l* in BAT, iWAT and pWAT from Dot1l f/f (WT) and Dot1l-BKO mice (n = 6 per group). (Right) Immunoblotting for Dot1l in BAT from Dot1l f/f (WT) and Dot1l-BKO mice. (**B**) RT-qPCR and immunoblotting for Ucp1 in BAT and iWAT from Dot1l f/f (WT) and Dot1l-BKO mice. (**C**) RT-qPCR for indicated genes in BAT and iWAT from Dot1l f/f (WT) and Dot1l-BKO mice. (**D**) ChIP-qPCR of H3K79me2 and H3K79me3 at Zc3h10-binding regions of BAT tissue from control (f/f) or Dot1l-BKO mice (n = 5 per group). (**E**) Rectal temperature measured in 13-week-old mice at 4°C at indicated time points (hours) (n = 6 mice per group). (**F**) (Left) whole body VO_2_ assayed in WT and Dot1l-BKO mice, housed at indicated ambient temperatures (n = 6 per group) by indirect calorimetry using CLAMS. (Right) OCR measured in BAT of WT and Dot1l-BKO mice using Seahorse XF24 Analyzer (n = 5 per group). (**G**) Representative photograph of 14-week-old control and body weight of WT and Dot1l-BKO mice fed HFD from wk 12. (**H**) RT-qPCR for indicated genes from WT injected with *GFP* or *Zc3h10* adenovirus or Dot1l-BKO mice injected with *Zc3h10* adenovirus for overexpression (n = 5 per group). (**I**) Rectal temperature measured at 4°C at indicated time points (hours) (n = 5 per group). Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

**Figure 4—figure supplement 1.**
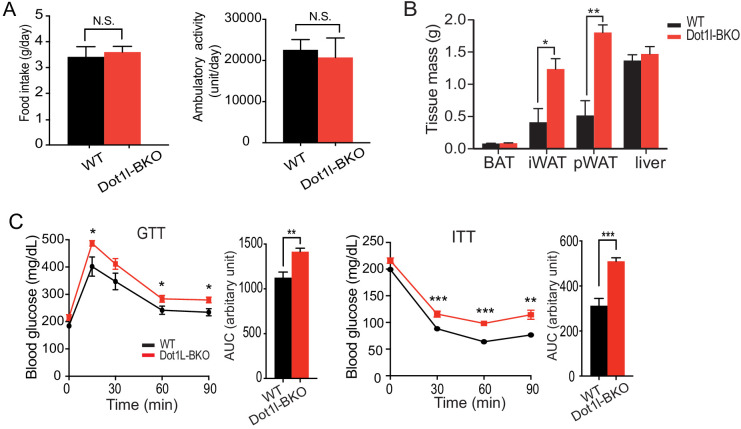
Dot1l is required for cold-induced thermogenesis in mice. (**A**) Food intake and locomotor activity of WT and Dot1l-BKO mice. (**B**) Body weight and mass of various tissues taken from WT and Dot1l-BKO mice at 14 week of age. (**C**) GTT and ITT of Dot1l-BKO mice at 14 wk of age that were on HFD for 3 weeks (n = 5). Data are expressed as means ± standard errors of the means (SEM). *p<0.05, **p<0.01, ***p<0.001.

Dot1l is known to be the only known H3K79 methyltransferase (van Leeuwen et al., 2002). Hence, we performed ChIP-qPCR, to assess methylation status of H3K79 methylation at the Zc3h10 binding region of the *Ucp1* promoter using BAT of mice. Indeed, we detected a 50% reduction in di-methylation and a 70% reduction in tri-methylation of H3K79 at the −4.6 kb *Ucp1* promoter region (Figure 4D). Thus, the decreased *Ucp1* mRNA level upon Dot1l ablation in BAT was correlated with decreased di-methylation and tri-methylation H3K79 at the *Ucp1* promoter region. Similar to the −4.6 kb *Ucp1* promoter region, H3K79 methylation status at the −200 bp *Nrf1* promoter region and at the +50 bp *Tfam* region was also decreased (Figure 4D). We previous reported these regions to contain Zc3h10-binding sites. The reduced H3K79 methylation at Zc3h10 binding sites in BAT of Dot1l-BKO mice suggest that the recruitment of Dot1l by Zc3h10 to the target genes is important for BAT gene expression. Moreover, these observations support the notion that Dot1l participates in the transcriptional activation of *Ucp1* and other Zc3h0 target genes by modifying H3K79 methylation status.

To examine the effect of Dot1l deficiency on the thermogenic capacity, we subjected these Dot1l-BKO mice to an acute cold exposure at 4°C. While body temperatures of mice were similar initially, Dot1l-BKO mice were severely cold intolerant as their body temperature started to drop significantly after 2 hr of cold challenge. After 3 hr of cold exposure, the body temperature of Dot1l-BKO mice was 5°C lower than that of control mice (Figure 4E), an in vivo evidence of the requirement of Dot1l for cold-induced thermogenesis. Considering such lower thermogenic gene expression and decreased thermogenic capacity, we assessed the metabolic effect in the Dot1l-BKO mice by measuring whole body OCR using CLAMS. Indeed, the Dot1l-BKO mice had significantly reduced VO_2_ compared to WT littermates at room temperature and at 4°C in particular, while locomotor activity and food consumption were similar (Figure 4F and Figure 4—figure supplement 1A). To examine the contribution of BAT to the altered energy expenditure in Dot1l-BKO mice, by Seahorse assay, we measured OCR in BAT dissected out from these mice. We found OCR in BAT from Dot1l-BKO mice to be decreased by 20%. (Figure 4F, right). In line with these results, we then asked whether decreased energy expenditure and impaired BAT function in Dot1l-BKO mice would be reflected in changes in adiposity. The body weights of mice started to diverge starting on week 10, then they were maintained on a high-fat-diet (HFD) from week 11 to week 13 of age. By 13 weeks, the Dot1l-BKO mice were approximately 8 g heavier relative to the control mice (Figure 4G), and the Dot1l-BKO had significantly larger iWAT and pWAT depots, which primarily accounted for the higher total body weights of Dot1l-BKO mice (Figure 4—figure supplement 1B). There were no differences in food/energy intake between the two genotypes despite differences in body weights. In addition, blood glucose levels of Dot1l-BKO mice on HFD were significantly higher during the course of glucose tolerance test (GTT) (Figure 4—figure supplement 1C, Left), and they had significantly impaired insulin sensitivity when subjected to an insulin tolerance test (ITT) (Figure 4—figure supplement 1C, Right). Collectively, these results establish a defective BAT function and impaired thermogenic capacity that affects adiposity and consequently insulin sensitivity in Dot1l-BKO mice and that Dot1l is required for the BAT thermogenic program in vivo.

Next, to test the in vivo relevance of Dot1l-Zc3h10 interaction to thermogenesis, we overexpressed Zc3h10 in WT and in Dot1l-BKO mice by direct injection of *Zc3h10* adenovirus into BAT. We detected a four-fold increase in *Zc3h10* mRNA levels in BAT of *Zc3h10* adenovirus-injected mice (Zc3h10 OE). As expected, Dot1l-BKO mice showed a 60% reduction in Dot1l mRNA levels in BAT (Figure 4H). As we previously have reported that overexpression of Zc3h10 in adipose tissue enhances thermogenic gene expression (Yi et al., 2019), Zc3h10 overexpressing mice by injection had increased expression of BAT-enriched genes, such as *Ucp1*, *Cox8b*, and *Cidea*, compared to the control mice. More importantly, expression BAT-enriched genes remained significantly reduced in Dot1l-BKO even upon Zc3h10 overexpression, while adipogenic markers, such as *Pparg*, remained unchanged (Figure 4H). Moreover, when these mice were subjected to cold exposure, Zc3h10 OE mice had higher core body temperature compared to the control mice after 4 hr (Figure 5I). However, Dot1l-BKO Zc3h10 OE mice were severely cold sensitive as their body temperature was significantly lower than the control and Zc3h10 OE mice. Taken together, these results demonstrate the requirement of Dot1l-Zc3h10 interaction, both in vitro and in vivo for activation of the thermogenic program in brown adipose tissue.

**Figure 5.**
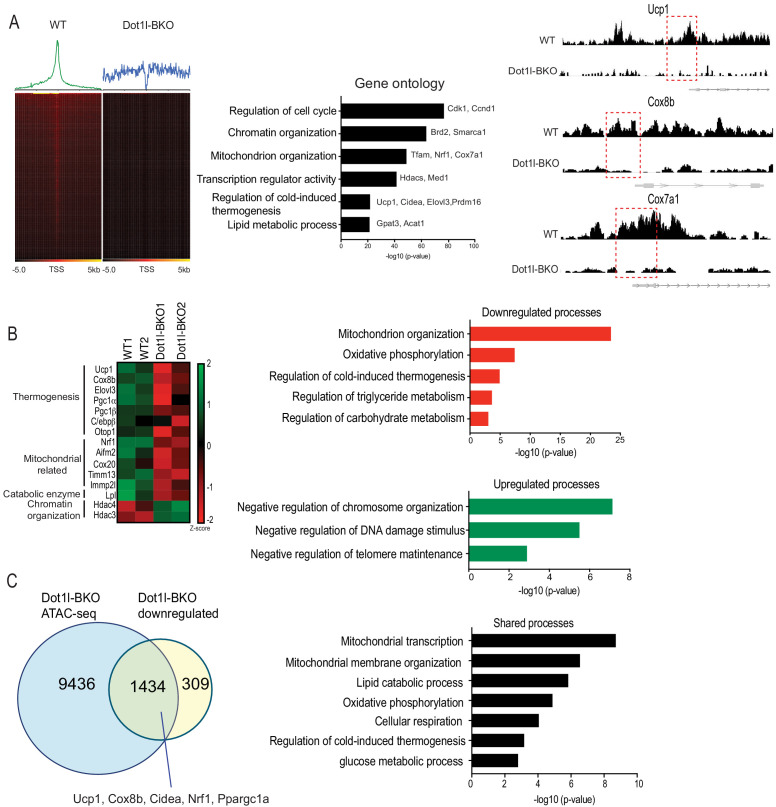
Genome wide analysis for Dot1l effect on chromatin accessibility for thermogenic gene program. (**A**) ATAC-seq using BAT from WT and Dot1l-BKO mice after 4 hr cold exposure n = 2 per group. (Left) Heatmaps showing open chromatin regions focused at the transcription start site (TSS). (Middle) Gene Ontology analysis of pathways that are affected by *Dot1l* ablation in BAT. (Right) UCSC genome browser screenshot of representative peaks at a subset of promoter regions of thermogenic genes. (**B**) RNA-seq using BAT from WT and Dot1l-BKO mice, n = 2 pooled RNA samples per group. (Left) Heatmap showing changes in gene expression. Color scale shows changes in gene expression as determined by Z-score, green is –two and red is 2. (Middle) Representative top GO terms of upregulated and downregulated genes identified by differential expression analysis. (**C**) Venn diagrams showing number of unique or shared genes between ATAC- and RNA-seq datasets and charts for representative top gene ontology (GO) terms.

### Genome wide analysis for Dot1l effect on chromatin accessibility for thermogenic gene program

Thus far, we have shown that Dot1l-BKO mice have severely reduced thermogenic capacity due to significantly decreased BAT gene expression accompanied with reduced H3K79me2/3 at promoter regions of thermogenic genes. To study the underlying mechanism of how Dot1l ablation in BAT decreases H3K79me2/3 to decrease chromatin accessibility, thereby decreasing gene transcription, we used nuclei isolated from cold exposed Dot1l-BKO mice and their littermates to assess the chromatin landscape during thermogenesis by Assay for Transposase-Accessible Chromatin (ATAC-seq). 

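ATAC-seq uses the Tn5 transposase, which inserts sequencing adapters into DNA that is not covered by nucleosomes, so that reads pile up where chromatin is open. BAT nuclei from 2 WT and 2 Dot1l-BKO mice, kept at 4°C for 4 hr before tissue collection, were processed separately. Dot1l-BKO mice lack Dot1l in Ucp1+ cells. The authors aligned the paired-end reads to the mouse genome (mm10) in Partek and called peaks with MACS2 in ATAC mode, with a q-value cutoff of 0.05 and a fold enrichment cutoff of 2.0. The values used here are the authors' deposited list of peak summits, which is the highest point of each peak, together with the −log10 of the q-value that MACS2 gave it, called the score below. It is a single list from the 4 libraries, described as WT libraries against Dot1l-BKO libraries, and the paper's text does not name which libraries entered MACS2 as treatment and which as control. The list has no value for any single library. Read depth per library is therefore unknown here, no replicate error can be given, and WT and Dot1l-BKO mice could not be compared by a test. Scores were used only within the list, to rank, filter and compare its summits. Each summit was placed relative to the transcription start sites (TSS) of RefSeq mRNAs on chromosomes 1 to 19, X and Y of the same genome build, which gave 25999 distinct TSSs of 21000 genes. A gene was counted as having a promoter summit when a summit lay within 1 kb of any of its TSSs. RNA-seq libraries of the same genotypes were not analysed here.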

Strikingly, our analyses found approximately 20,000 peaks per condition (WT and Dot1l-BKO). 

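The authors' deposited list, described as WT against Dot1l-BKO libraries, held 32173 summits, one for each peak. Their scores ran from just above the cutoff to 13426, with a median of 5.00 and quartiles of 3.05 and 9.39. The chosen score minimum moved the number most. With a score of at least 5, 16097 summits were left, and with a score of at least 10, 7569 were left. Merging summits within 500 bp of each other into one region gave 31554 regions. Of the 32173 summits, 5348 (16.6%) lay in exons of RefSeq mRNAs, 13048 (40.6%) in introns and 13777 (42.8%) between genes.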

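In the authors' deposited list, 10375 of 32173 summits lay within 1 kb of a TSS, a share of 32.2% (95% Wilson interval 31.7% to 32.8%, which covers counting error only). Random positions with the same number on each chromosome lay there at a mean of 1.94% (SD 0.0776 over 1000 random sets). None of the random sets reached the share of the summits, with a highest value of 2.18% (one-sided permutation test, p = 0.001, the smallest that 1000 sets can give). Open chromatin at TSSs is rich in G and C, and random positions matched on the GC content of the 200-bp window lay within 1 kb of a TSS at 14.8% (SD 0.166), again below the summits in every set. The share rose to 58.6% among the 7569 summits with a score of at least 10, which was the largest change among the alternatives. Summits within 1 kb of a TSS had a median score of 8.65, and the 21798 summits farther away had a median of 4.16 (two-sided permutation test over summits, p = 1e-05, the smallest that 100000 permutations can give). Summits are not replicates, and this test describes the list alone. The median distance from a summit to the nearest TSS was 5668 bp, and 3611 summits (11.2%) lay within 100 bp of one. These shares are of one list described as WT against Dot1l-BKO libraries. Whether its peaks are those of WT over Dot1l-BKO or of the libraries taken together is not known here. The paper also describes a union set of regions made from the MACS2 peaks of each sample. It does not say whether the deposited list came from that step.

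**Figure D1:**
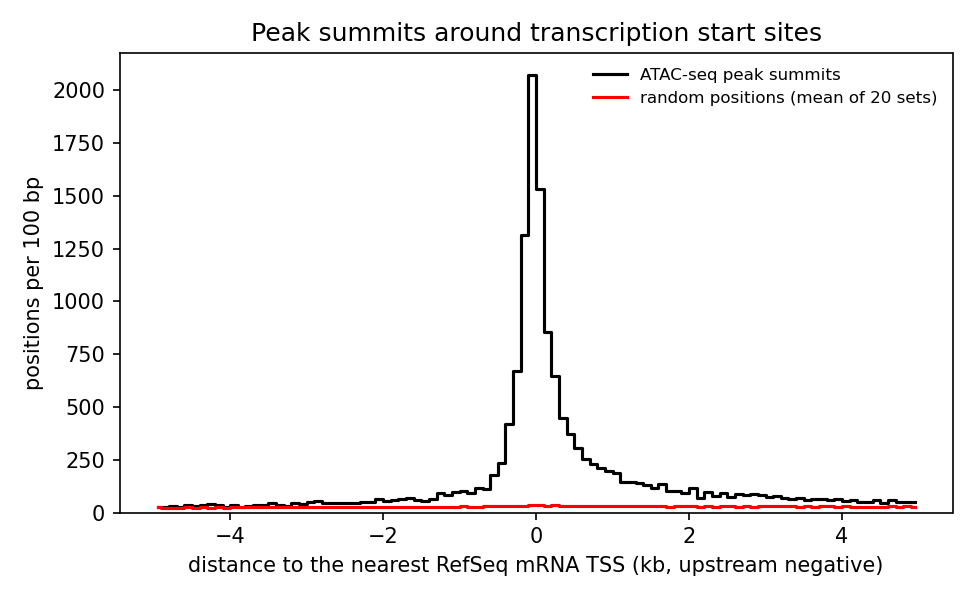
Number of ATAC-seq peak summits in each 100-bp step (vertical axis) by distance to the nearest RefSeq mRNA TSS in kb (horizontal axis, upstream negative). The black line is the authors' list and the red line is the mean of 20 sets of random positions. The summits peak in the steps next to the TSS, and the random positions are nearly flat.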

We detected a high number of peaks in the aggregate plot (upper) and high ATAC-seq read distributions concentrated at the TSS in the heatmap for the WT (lower), while Dot1l-BKO had significantly reduced peaks near the transcription start sites (TSS), signifying reduced open chromatin regions, as H3K79 methylation has been reported as an activation marker. (Figure 5A, left). To gain comprehensive understanding of the genome wide chromatin structure changes, we examined the pathways that are affected by Dot1l ablation in BAT using Gene Ontology. The most affected pathways were cell cycle, chromatin organization, mitochondrion organization, thermogenesis etc (Figure 5A, middle). 

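Gene Ontology terms were not used here, and gene families fixed by gene symbol before the data were examined stand in for the named pathways. Of all 21000 genes with a RefSeq mRNA, 9485 (45.2%) had a promoter summit. For mitochondrion organization, 78 of 90 oxidative phosphorylation subunits (86.7%), 67 of 78 mitochondrial ribosomal proteins (85.9%) and 20 of 25 mitochondrial import translocases (80.0%) had one. The adjusted p-values against all other genes were 5.85e-16, 2.01e-13 and 0.000468 (two-sided Fisher's exact test, Benjamini-Hochberg over 12 families). Among cell cycle regulators 67 of 86 genes (77.9%) had a promoter summit, and among chromatin modifiers and remodelers 76 of 97 (78.4%), with adjusted p-values of 7.86e-10 and 6.42e-11 from the same Fisher's exact test. Mediator subunits had one at 24 of 30 genes (80.0%) and lipid metabolism genes at 35 of 37 (94.6%). The comparison families went both ways. Cytosolic ribosomal proteins, which every cell uses, had a promoter summit at 76 of 83 genes (91.6%), and keratins and keratin-associated proteins at 1 of 109 (0.917%). Olfactory receptors had none at 1103 genes (upper Wilson limit 0.347%), vomeronasal receptors none at 350 (1.09%) and defensins none at 70 (5.20%). All 7 pathway families still lay higher than random gene lists matched on promoter GC content (two-sided permutation test of 10000 lists per family). Their adjusted p-values from this permutation test were between 0.000267 and 0.00840. Cytosolic ribosomal proteins also lay higher, at 91.6% against a random median of 53.0% (adjusted p = 0.000267, same permutation test). The result is therefore not particular to the named pathways. A promoter summit in this list does not by itself give the direction or size of a change between the genotypes.

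**Figure D2:**
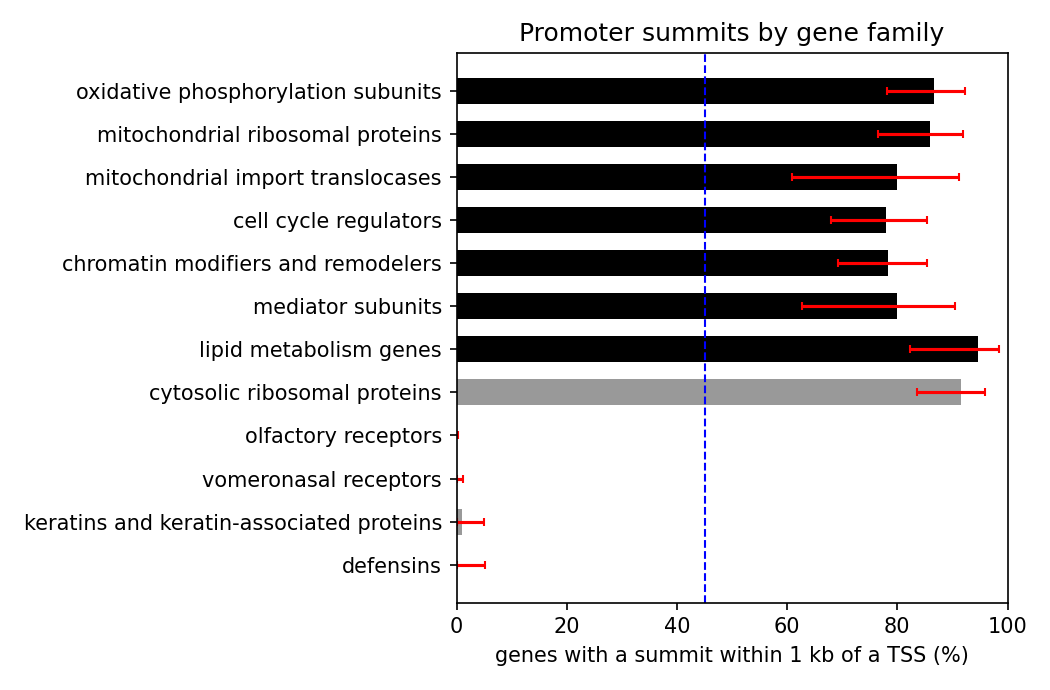
Percent of genes in each family with an ATAC-seq peak summit within 1 kb of a TSS (horizontal axis, from 0 to 100%). Black bars are families of the named pathways, gray bars are comparison families, red lines are 95% Wilson intervals, and the dashed blue line marks all genes with a RefSeq mRNA (45.2%). The pathway families and the cytosolic ribosomal proteins lie above the dashed line, and the receptor, keratin and defensin families lie near 0.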

With our primary interest in assessing Dot1l’s role in the regulation of thermogenesis, we compared relative ATAC-seq peaks for thermogenic genes, such as *Ucp1*, *Cox8b*, and *Cox7a*, in response to Dot1l ablation (Figure 5, middle). Dot1l-BKO mice had much smaller peaks around promoters of *Ucp1*, *Cox8b*, and *Cox7a* compared to WT mice (Figure 5A, right), consistent with significantly decreased thermogenic gene expression in the Dot1l-BKO mice (Figure 4C). These data suggest that H3K79me2/3 by Dot1l is important for creating a chromatin landscape permissive to transcription in BAT upon cold stimulation.

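Each of the 3 promoters held a summit in the authors' deposited list. Positions are of mm10, and sequences are the forward strand of the reference. Ucp1 lies on chromosome 8 from 83290348 to 83298456 on the plus strand. Its promoter summit, at 83290322, was at -26 bp from the TSS, outside the transcribed sequence, with a score of 33.7, which ranked 1279 among the 32173 summits. The sequence from 83290272 to 83290372 around it is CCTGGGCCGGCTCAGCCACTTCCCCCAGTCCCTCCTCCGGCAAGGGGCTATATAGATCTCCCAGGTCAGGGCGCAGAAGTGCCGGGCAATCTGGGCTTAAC. There were 8 summits within 10 kb of the Ucp1 TSS, and the one at the TSS had the highest score of these. The next was at 83297508 with a score of 26.6. Cox8b lies on chromosome 7 from 140898942 to 140900446 on the minus strand. The summit nearest its TSS, at 140900323, was 123 bp downstream of the TSS in exon 1, and its score of 6.02 ranked 12417. The sequence from 140900273 to 140900373 is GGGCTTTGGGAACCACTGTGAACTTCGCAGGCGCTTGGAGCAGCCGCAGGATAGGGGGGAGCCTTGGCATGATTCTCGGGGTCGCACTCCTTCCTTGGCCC. There were 4 summits within 10 kb of the Cox8b TSS. A second one within 1 kb was at -757 bp with a score of 2.91, and the highest score, 15.4, was at -2526 bp. Cox7a1, the Cox7a gene named in Figure 5A, lies on chromosome 7 from 30184171 to 30186030 on the plus strand. Its summit at 30184127 was at -44 bp from the TSS, with a score of 15.4 and a rank of 4427. The sequence from 30184077 to 30184177 is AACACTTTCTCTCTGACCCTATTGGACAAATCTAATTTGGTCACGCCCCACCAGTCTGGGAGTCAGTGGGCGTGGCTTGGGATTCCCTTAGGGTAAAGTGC. With a score of at least 10, Cox8b no longer had a promoter summit, and Ucp1 and Cox7a1 did.
All 12 thermogenic genes and 4 of the 5 mitochondrial genes that the paper names had a promoter summit, a share of 94.1% of 17 genes. Random lists matched on promoter GC content had a median of 52.9% (one-sided permutation test of 10000 lists, p = 0.0002). The list holds genes that the paper names for these assays, so that this is not independent evidence. The lowest share was 52.9%, with a score of at least 10 (p = 0.0278 from the same permutation test). Peak heights in WT and Dot1l-BKO mice separately were not used here, and the size of the difference between the genotypes at these promoters could not be measured. The paper proposes that methylation of H3K79 by Dot1l is important for open chromatin and transcription in BAT in the cold. It draws there on the smaller Dot1l-BKO peaks at these promoters in Figure 5A and the lower thermogenic gene expression in Figure 4C. The paper's ChIP-qPCR also found less H3K79 methylation at regions of Ucp1, Tfam and Nrf1 in Dot1l-BKO BAT. In its other experiments, an inhibitor of the methyltransferase activity lowered thermogenic gene expression.

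**Figure D3:**
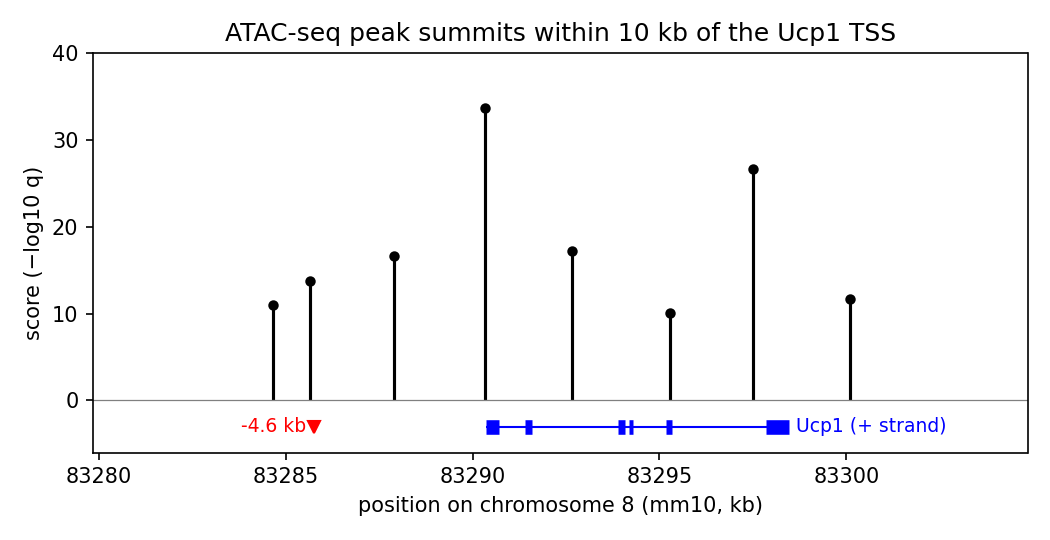
ATAC-seq peak summits within 10 kb of the Ucp1 TSS by position on chromosome 8 in kb (horizontal axis) and score, the −log10 q of MACS2 (vertical axis). Each black line with a point is a summit of the authors' list. The blue line with boxes is Ucp1 with its exons, and the red triangle is the position 4.6 kb upstream of the TSS. The summit at the TSS has a score of 33.7, the highest of the 8.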

Next, to examine gene expression changes upon Dot1l ablation in *Ucp1*^+^ cells as a result of chromatin compaction, we performed RNA-seq using BAT from Dot1l-BKO mice and their littermates. Gene ontology of genes that were at least two-fold downregulated in Dot1l-BKO mice revealed that mitochondrion organization, oxidative phosphorylation and cold-induced thermogenesis were some of the most affected processes (Figure 5B, right). Notably, the downregulated thermogenic genes include *Ucp1*, *Cox8b*, *Elovl3*, and *Ppargc1a* as well as those related to mitochondrion organization and oxidative phosphorylation such as *Nrf1*, *Cox20*, *Tomm13*, and *Immp21* (Figure 5B, left). Also, we found Dot1l-BKO had decreased expression of *Aifm2*, a recently reported BAT-specific enzyme that converts NADH to NAD to sustain robust glycolysis to fuel thermogenesis (Nguyen et al., 2020). In addition, regulation of triglyceride and carbohydrate catabolism were compromised by Dot1l ablation. Conversely, chromosome organization, negative regulation of telomere maintenance, response to DNA damage were upregulated in the Dot1l knockout. In fact, we detected upregulated genes involved in chromatin compaction and gene repression, such as *Hdac3*, *Hdac4*, and *Dnmt1*, further supporting that Dot1l increases chromatin accessibility (Figure 5B, right). With ATAC-seq results, these data suggest a mechanistic link between Dot1l-mediated chromatin remodeling and the global landscape of genome accessibility in brown fat for thermogenic gene expression.

We then compared RNA-seq data to ATAC-seq obtained to identify common downregulated pathways found at lower levels using ATACs upon Dot1l ablation in *Ucp1*^+^ cells, and we found about 82% of the total of downregulated genes were also detected from the ATAC-seq dataset (Figure 5C, left). 

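On the ATAC-seq side, 9485 genes had a summit within 1 kb of a RefSeq mRNA TSS. The number depends on how summits are given to genes. It was 8704 with a window of 500 bp, 10506 with a window of 5 kb and 7382 from 1 kb upstream to 100 bp downstream of a TSS. Giving each summit to the gene of the nearest TSS at any distance named 12152 genes, and counting a summit in the gene body or within 1 kb of it named 11281. With a score of at least 10 the number fell to 4944, the largest change. The overlap with downregulated genes needs the RNA-seq libraries, which were not analysed here.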

Some of similar processes between the two datasets include regulation of cold-induced thermogenesis, mitochondrial transcription and membrane organization, oxidative phosphorylation, and lipid catabolic process, (Figure 5C, right). Remarkably, the cluster of shared genes included thermogenic genes, such *as Ucp1*, *Ppargc1a, Cox8b*, *Nrf1*, and *Cidea*, further underscoring the importance of Dot1l in brown adipose tissue. This demonstrate that Dot1l ablation results in reduced chromatin accessibility, leading to downregulated gene expression for those specific pathways. 

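Of these genes, Ppargc1a, on chromosome 5 from 51454249 to 51553921 on the minus strand, had a promoter summit at 51553972, at -51 bp from its TSS, with a score of 20.8. Cidea, on chromosome 18 from 67343564 to 67367794 on the plus strand, had one at 67343629, 65 bp downstream of the TSS in exon 1. Its score of 61.5 ranked 309 in the authors' deposited list, the highest of the 5 genes. Cidea held 10 summits in its gene body, this one included. Nrf1, on chromosome 6 from 30047988 to 30153458 on the plus strand, had no summit within 10 kb of any of its 3 RefSeq mRNA TSSs. Its nearest summit, at 30121296 in an intron, was 34131 bp downstream of a TSS, with a score of 10.1. Of the 28 genes that the paper names for these assays, 24 had a promoter summit, and Nrf1, Ccnd1, Brd2 and Smarca1 did not. The 24 fell to 12 with a score of at least 10, and to 18 from 1 kb upstream to 100 bp downstream of a TSS. They rose to 26 with a window of 5 kb, and to 28 with each summit given to the gene of the nearest TSS.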

Altogether, we conclude that H3K79me2/3 by Dot1l plays a critical role in thermogenic gene activation by increasing chromatin accessibility.

## Discussion

Numerous studies have supported the concept that a network of transcription factors and epigenetic coregulators must work together to fine-tune thermogenic program in response to environmental conditions (Sambeat et al., 2017). Here, we identify Dot1l, the only known H3K79 methyltransferase, as an interacting partner of Zc3h10, a transcriptional factor that activates *Ucp1*, as well as *Tfam* and *Nrf1*, for thermogenesis. We show that Dot1l is recruited by Zc3h10 to the *Ucp1* and other thermogenic genes. We demonstrate that Dot1l directly interacts with Zc3h10 to co-occupy the same region of the *Ucp1* promoter. Zc3h10 binds to Dot1l via the 501-1000aa fragment, which is largely composed of coiled coil domains, evolutionarily conserved and widely known for protein-protein interactions (Mier et al., 2017). This same coiled coil domain has been reported to interact with some of mixed lineage leukemia (MLL) oncogenic fusion proteins, such as AF10, to induce H3K79 methylation and constitutively activate a leukemic transcription program (Song et al., 2019). Here, we show that Dot1l is required for Zc3h10's function for thermogenic gene program. In fact, Zc3h10 overexpression could not rescue the decreased thermogenic gene expression upon Dot1l ablation in mice, demonstrating that Dot1l is critical in Zc3h10-mediated activation of thermogenesis.

We establish that H3K79me2/3, catalyzed by Dot1l, as an activation mark for thermogenic gene program. In this regard, previous studies reported that H3K79 methylation is strongly associated with active transcription (Steger et al., 2008; Wood et al., 2018). Our Dot1l-BKO mice showed a markedly less open chromatin regions in promoter regions of thermogenic genes. The ATAC-seq data showed significantly reduced peaks genome-wide near the transcription start sites (TSS) in BAT of Dot1l-BKO mice, compared to control mice that had concentrated open chromatin regions at TSS upon cold exposure. In addition, studies reported that H3K79me2/3 may be active enhancer marks and may even be required for enhancer-promoter interactions to increase transcription (Markenscoff-Papadimitriou et al., 2014; Gilan et al., 2016; Godfrey et al., 2019). Godfrey et al., 2019 found H3K79me2/3 to be abundant at a subset of super-enhancers in MLL-related leukemia cells and that a loss of H3K79me2/3 by DOT1L inhibition led to significantly reduced enhancer-promoter interaction coupled with a decrease in transcription (Godfrey et al., 2019). We show that Dot1l is recruited by Zc3h10 to the −4.6 kb upstream region of *Ucp1*, a region suggested to be one of so-called super enhancers (SEs) (Whyte et al., 2013; Harms et al., 2015). In fact, Dot1l ablation in BAT of mice resulted in a significantly reduction of H3K79me2/3 at the −4.6 kb *Ucp1* region, correlating with decreased expression of *Ucp1*. It is possible that H3K79me2/3 catalyzed by Dot1l may be important in maintaining enhancer/promoter association for transcriptional activation.

Due to limited accessibility of the H3K79 residue, located in the nucleosome core, how H3K79 methylation promotes gene activation is not clearly understood (van Leeuwen et al., 2002; Lu et al., 2008). Several studies support the concept that H3K79me2/3 and other well-profiled gene activation marks are interdependent (Steger et al., 2008). Steger et al. demonstrated that H3K79me2/3 at gene promoters highly correlates with H3K4me1/2/3 and H3K36me3, known gene activation marks in mammalian cells. Furthermore, Chen et al. reported that DOT1L may inhibit the localization of SIRT1 and SUV39H1, a H3K9ac demethylase and a H3K9me2 methyltransferase, respectively, at MLL fusion target genes correlating with elevated H3K9ac and low H3K9me2, to maintain an open chromatin state (Chen et al., 2015). These authors proposed that H3K79me2/3 mark, in part, may function by inhibiting the histone deacetylase activity (Chen et al., 2015; Kang et al., 2018). In line with these findings, Dot1l probably works with other histone modifiers to maintain activation marks or to suppress repressive marks. Regardless, we establish that H3K79me2 and H3K79me3, in particular, function as activation marks for thermogenic gene program.

Overall, we demonstrate that Dot1l is critical for thermogenic program through H3K79 methylation and the requirement of Dot1l-Zc3h10 interaction for brown adipose thermogenesis in vitro and in vivo. With combined ATAC-seq and RNA-seq data, we provide molecular evidence that the decreased thermogenic gene expression is due to decreased H3K79me2/3 on promoter regions of thermogenic genes, as well as genes involved in chromatin remodeling. Consequently, our mouse line of *Dot1l* ablated in Ucp1^+^ cells show significantly decreased expression of thermogenic genes, including *Ucp1*, resulting in cold intolerance with decreased oxygen consumption (Figure 4C–G), leading to increased adiposity as well as insulin insensitivity.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Mus musculus*)	*Dot1l*	GenBank	ID: 208266	
Strain, strain background (*Escherichia coli*)	BL21(DE3)	NEB	C2527H	
Strain, strain background (*Mus musculus*)	ES cell line Dot1ltm1a(KOMP)	KOMP Repository	MMRRC:054749-UCD	
Genetic reagent (*Mus musculus*)	*Dot1l*-G55L	This lab		
Cell line (*Homo sapien*)	HEK293	UCB Cell Culture Facility	RRID:CVCL_0045	Authenticated using STR analysis
Cell line (*Mus musculus*)	3T3-L1	UCB Cell Culture Facility	RRID:CVCL_0123	Authenticated using STR analysis
Cell line (*Mus musculus*)	BAT cells	Shingo Kajimura Ohno et al., 2013		Harvard; authenticated using methods described in Aune et al., 2013
Transfected construct (*Mus musculus*)	Ad-m-Dot1l-shRNA	Vector Biolabs	shADV-257398	
Transfected construct (*Mus musculus*)	Ad-Zc3h10-flag	Vector Biolabs	ADV-276549	
Transfected construct (*Mus musculus*)	Ad-m-Dot1l	Vector Biolabs	ADV-257398	
Antibody	Anti-Dot1l (rabbit monoclonal)	Cell signaling	Cat# 77087 RRID:AB_2799889	1:1000
Antibody	Anti-GAPDH (rabbit monoclonal)	Cell signaling	Cat# 5174S RRID:AB_10622025	1:1000
Antibody	Anti-UCP1 (rabbit polyclonal)	Abcam	Cat# 10983 RRID:AB_2241462	1:1000
Antibody	Anti-H3K79me2 (rabbit polyclonal)	Abcam	Cat# ab3594 RRID:AB_303937	ChIP: 5 µg (5 µl)
Antibody	Anti-H3K79me3 (rabbit monoclonal)	Abcam	Cat# ab2621 RRID:AB_303215	ChIP: 5 µg (5 µl)
Antibody	Anti-Zc3h10 (rabbit polyclonal)	Thermo Fishcer	Cat# PA5-31814 RRID:AB_2549287	1:1000
Recombinant DNA reagent	HA-*Dot1l* expression vector	Genecopoeia	EX-Mm14067-M07	
Sequence-based reagent	Dot1l_F	This paper	RT-qPCR primer	CGA CTA ATG CTG CAC CTC CT
Sequence-based reagent	Dot1l_R	This paper	RT-qPCR primer	AGG AGT AGT GGT GTG GCT CA
Sequence-based reagent	Ucp1_F	This paper	RT-qPCR primer	ACT GCC ACA CCT CCA GTC ATT
Sequence-based reagent	Ucp1_R	This paper	RT-qPCR primer	CTT TGC CTC ACT CAG GAT TGG
Sequence-based reagent	Tfam_F	This paper	RT-qPCR primer	GTC CAT AGG CAC CGT ATT GC
Sequence-based reagent	Tfam_R	This paper	RT-qPCR primer	CCC ATG CTG GAA AAA CAC TT
Sequence-based reagent	Nrf1-F	This paper	RT-qPCR primer	GAC AAG ATC ATC AAC CTG CCT GTA G
Sequence-based reagent	Nrf1-R	This paper	RT-qPCR primer	GCT CAC TTC CTC CGG TCC TTT G
Sequence-based reagent	Zc3h10-F	This paper	RT-qPCR primer	CGA CTA ATG CTG CAC CTC CT
Sequence-based reagent	Zc3h10-R	This paper	RT-qPCR primer	AGG AGT AGT GGT GTG GCT CA
Commercial assay or kit	NE-PER Nuclear and Cytoplasmic Extraction Kit	Thermo Fisher	78833	
Commercial assay or kit	SimpleChIP Plus Sonication Chromatin IP Kit	Cell signaling	56383S	
Commercial assay or kit	Dual-Luciferase Kit	Promega	E1980	
Commercial assay or kit	Nextera DNA library Preparation Kit	Illumina	15028212	
Chemical compound, drug	EPZ5676	MedChemExpress	HY-15593	
Software, algorithm	Partek Flow Genomics Suite	Partek	RRID:SCR_011860	
Other	Rectal probe	Physitemp	BAT-12	For mice

### Animals

*Dot1l* floxed mice (*Dot1l*tm1a(KOMP)Wtsi) were generated by the trans-NIH Knock-Out Mouse Project (KOMP) and the KOMP Repository (www.komp.org). These *Dot1l* floxed mice were first mated with FLPe mice from Jackson Lab. FLP-mediated recombination was confirmed by PCR and resultant progeny were mated with *Ucp1*-Cre mice (B6.FVB-Tg(Ucp1-cre)1Evdr/J) from Jackson Lab. Unless otherwise stated, male mice between 10 and 14 weeks of age were used in experiments. Mice were fed a chow diet or a high-fat diet (HFD) (45% fat-derived calories- Dyets) ad libitum. EPZ-5676 was purchased from MedChemExpress (Cat. No.: HY-15593) and injected 20 mg/kg/day for 8 days into BAT. All protocols for mice studies were approved from the University of California at Berkeley Animal Care and Use Committee.

### GST-pulldown

*GST-Dot1l* was purchased from epicypher. *GST* and *GST-Dot1l* plasmids were transformed into BL21(DE3)*E. coli*(NEB) and production was induced by 0.1M IPTG treatment. Resultant proteins were purified using Glutathione Sepharose 4B (GE) according to the manufacturer’s recommended protocol. [^35^S]-labeled Zc3h10 protein was produced by using TNT coupled transcription/translation kit (Promega). Of GST fusion proteins, 20 µg were incubated for 2 hr at 4°C with in vitro translated Zc3h10 and glutathione sepharose beads. The beads were washed three times with binding buffer, and bound proteins were eluted by boiling in Laemmli sample buffer, separated by SDS-PAGE and analyzed by autoradiography.

### Tandem affinity purification (TAP) and mass spectrometry analysis

10 ug of *Zc3h10*-TAP or TAP vector plasmid were transfected in HEK293 cells using lipofectamine 2000 (Invitrogen). Cells were lysed and immunoprecipated using buffers from the InterPlay Mammalian TAP system manufacturer recommended with the noted exception: after binding of the cell lysates to the Streptavidin resin, the resin was re-incubated with 200 µg of BAT nuclear extracts diluted to 1 mL in SBB overnight. TAP eluates were boiled in SDS, ran on an SDS-PAGE gel, and stained with Coomassie Brilliant Blue. Bands that were identified to be specific to the Zc3h10-TAP lane were excised from both the Zc3h10-TAP and TAP vector lanes and proteins were identified by mass spectrometry performed by the Vincent J. Coates Proteomics/Mass Spectrometry Laboratory (P/MSL) at UC Berkeley.

### Cold-induced thermogenesis

Core body temperature was determined using a Physitemp BAT-12 probe at 4°C.

### Indirect calorimetry

Oxygen consumption was measured using the Comprehensive Laboratory Animal Monitoring System (CLAMS). Data were normalized to lean body mass determined by EchoMRI. Mice were individually caged and maintained under a 12 hr light/12 hr dark cycle. Food consumption and locomotor activity were tracked.

### GTT and ITT

For GTTs, mice were fasted overnight, and glucose (2 mg/g) was administered intraperitoneally. For ITTs, mice were fasted 4 hr, and insulin (0.75 U/kg) was administered.

### Cell culture

HEK293 and 3T3-L1 cells were obtained from UCB Cell Culture Facility supported by The University of California Berkeley. Both cell lines were authenticated using STR analysis. Both lines were also tested for mycoplasma using a nuclear stain and a 100X lens to confirm the absence of mycoplasma in the membranes of both cell lines. The immortalized BAT cell line was from Dr. Shingo Kajimura (Harvard)(Ohno et al., 2013). We utilized the methods, described in Aune et al., 2013 to verify the identity of the BAT cell line as we differentiated them and measured expression of BAT-specific genes, including *Ucp1*, *Cidea*, and *Ppargc1a*. Cells were grown in standard condition with 5% CO_2_, at 37°C. BAT cells, 3T3-L1 cells and HEK293 cells were maintained in DMEM containing 10% FBS and 1% pen/strep prior to differentiation/transfection. Brown adipocyte differentiation was performed as described in Yi et al., 2019. Ad-m-*Dot1l*-shRNA, Ad-*Zc3h10*-flag adenovirus and Ad-GFP-m-*Dot1l* were purchased from Vector Biolabs. Knockdown of *Dot1l* accomplished using adenoviral transduction of MOI of 250 at day 4 of brown adipocyte differentiation. Differentiation of 3T3-L1 cells was induced by treating confluent cells with DMEM containing 10% FBS, 850 nM insulin, 0.5 mM isobutyl-methylxanthine, 1 µM dexamethasone, 1 nM T3, 125 nM indomethacin. After 48 hr of induction, cells were switched to a maintenance medium containing 10% FBS, 850 nM insulin and 1 nM T3. 3T3-L1 cells were infected on day 4 of differentiation using either GFP, *Dot1l* or *Zc3h10* adenovirus. Viral medium was replaced by maintenance medium the following day. To stimulate thermogenesis, differentiated 3T3-L1 cells were treated 6 hr with 10 µM forskolin on day 6. Inhibition of Dot1l was accomplished by addition of either 5 nM EPZ5676 (MedChemExpress, Cat. No.: HY-15593) or DMSO.

Inducible Lentiviral Nuclease hEF1α-Blast-Cas9 (GE Healthcare) was packaged into lentivirus by using MISSION Lentiviral Packaging Mix (Sigma). BAT-inducible Cas9 cell line was then generated by transduced BAT cells with inducible Cas9 lentivirus and then selected with blasticidin (10 μg/ml). Two stable *Dot1l* sgRNA expressing cell lines were generated by transducing in inducible Cas9 cells with lentivirus containing two sgRNA with target sequences of GTCTCGTGCAGCATAACCAG, or ACGCCGTGTTGTATGCATCT (Abmgood) and were then selected by neomycin (400 μg/ml). These *Dot1l* KO pools were subjected to brown adipocyte differentiation. After 48 hr of induction, cells were treated with doxycycline (1 µg/ml).

### Oxygen consumption measurement

BAT cells were differentiated in 12-well plates, trysinized, and reseeded in XF24 plates at 50 K cells per well at day 4 of differentiation and assayed on day 5 of differentiation. On the day of experiments, the cells were washed three times and maintained in XF-DMEM (Sigma-Aldrich) supplemented with 1 mM sodium pyruvate and 17.5 mM glucose. Oxygen consumption was blocked by 1 μM oligomycin. Maximal respiratory capacity was assayed by the addition of 1 μM FCCP. Tissues were incubated for 1 hr at 37°C without CO_2_ prior to analysis on the Seahorse XF24 Analyzer. Uncoupled respiration was calculated as OCR under oligomycin treatment minus OCR under antimycin A/rotenone treatment.

### RT-qPCR analysis and western blotting

Reverse transcription was performed with 500 ng of total RNA using SuperScript III (Invitrogen). RT-qPCR was performed in triplicate with an ABI PRISM 7500 sequence detection system (Applied Biosystems) to quantify the relative mRNA levels for various genes. Statistical analysis of the qPCR was obtained using the ΔΔCt (2^-ddCT) method with Eef1a1 or 18 s as the control. RT-qPCR primer sets are listed in Key resources table. Library generation for RNA sequencing was carried out at the Functional Genomics Laboratory at UC Berkeley.

For western blot analysis, total cell lysates were prepared using RIPA buffer and nuclear extracts were prepared using the NE-PER Nuclear and Cytoplasmic Extraction kit (Thermo). Proteins were separated by SDS-PAGE, transferred to nitrocellulose membrane and probed with the indicated antibodies.

### Luciferase-reporter assay

HEK293 cells were transfected with 300 ng *Zc3h10* and/or *Dot1l* expression plasmid, together with 100 ng of indicated luciferase reporter construct and 0.5 ng pRL-CMV in 24-well plates. Cells were lysed 48 hr post-transfection and assayed for luciferase activity using the Dual-Luciferase Kit (Promega) according to the manufacturer’s recommended protocol.

### Plasmid constructs

The HA-*Dot1l* expression vector was purchased from Genecopoeia. The *Dot1l* sequence was subcloned by PCR amplifying and inserting into CTAP vector from Agilent, as well as pGEX-4T-3 from GE.

### Coimmunoprecipitation

For Co-IP experiments using tagged constructs, HEK293 cells were transfected using Lipofectamine 2000 to express FLAG-tagged *Zc3h10* and HA-tagged *Dot1l*. Cells were lysed in IP buffer containing 20 mM Tris, pH 7.4, 150 mM NaCl, 1 mM EDTA, 10% glycerol, 1% NP-40 supplemented with protease inhibitors. Total cell lysates were incubated 2 hr at 4°C with either anti-FLAG M2 for *Zc3h10* or anti-HA for Dot1l. For Co-IP in brown adipose tissue of wild-type mice, nuclear extraction was carried out using the NE-PER Nuclear and Cytoplasmic Extraction kit (Thermo). Equal amounts of nuclear extracts were incubated with specific antibodies and protein A/G agarose beads overnight at 4°C. Agarose beads were washed three times and bound proteins were eluted by boiling in Laemmli sample buffer and analyzed by immunoblotting using the indicated antibodies.

### ChIP-qPCR

ChIP was performed using ChIP kit (Cell signaling, 56383 s). Briefly, BAT cells overexpressing Dot1l or Zc3h10 were fixed with disuccinimidyl glutarate (DSG) at 2 mM concentration in PBS for 45 min at room temperature before cross-linking with 1% methanol-free formaldehyde in PBS for 10 min. For ChIP experiments using BAT, tissues from 3 BATs were combined and minced on ice. The reaction was stopped by incubating with 125 mM glycine for 10 min. Cells or tissues were rinsed with ice-cold phosphate-buffered saline (PBS) for three times, and lysed in IP lysis buffer containing 500 mM HEPES-KOH, pH 8, 1 mM EDTA, 0.5 mM EGTA, 140 mM NaCl, 0.5% NP-40, 0.25% Triton X-100, 10% glycerol, and protease inhibitors for 10 min at 4°C. Nuclei were collected by centrifugation at 600 × g for 5 min at 4°C. Nuclei were released by douncing on ice and collected by centrifugation. Nuclei were then lysed in nuclei lysis buffer containing 50 mM Tris, pH 8.0, 1% SDS 10 mM EDTA supplemented with protease inhibitors, and sonicated three times by 20 s burst, each followed by 1 min cooling on ice. Chromatin samples were diluted 1:10 with the dilution buffer containing 16.7 mM Tris pH 8.1, 0.01% SDS 1.1% Triton X-100 1.2 mM EDTA, 1.67 mM NaCl, and proteinase inhibitor cocktail. Soluble chromatin was quantified by absorbance at 260 nm, and equivalent amounts of input DNA were immunoprecipitated using 10 μg of indicated antibodies or normal mouse IgG (Santa Cruz) and protein A/G magnetic beads (Thermo-Fisher). After the beads were washed and cross-linking reversed, DNA fragments were purified using the Simple ChIP kit (cell signaling). Samples were analyzed by qPCR for enrichment in target areas. The promoter occupancy for *Ucp1* and other indicated genes was confirmed by RT-qPCR. The fold enrichment values were normalized to input.

### RNA-seq

WT and Dot1l-BKO mice were cold exposed for 4 hr. Total RNA from BAT was prepared using RNEasy kit (Qiagen). Strand-specific libraries were generated from 500 ng total RNA using the TruSeq Stranded Total RNA Library Prep Kit (Illumina). cDNA libraries were pair-end sequenced on an Illumina HiSeq 4000. Using Partek software, reads were aligned to the mouse genome (NCBI38/mm10). A gene was included in the analysis if it met all the following criteria: the maximum RPKM reached four unit at any time point, the gene length was >100 bp. Selected genes were induced at least +/- 1.8 fold, and the expression was significantly different from the basal (p<0.05).

### ATAC-seq

For ATAC-seq, we used two mice per condition and processed nuclei extracted from BAT separately, thus each sample analyzed was a separate biological replicate. ATAC-seq was performed using Nextera DNA library Preparation kit (Illumina, 15028212) according to Chen et al., 2018. In all, 5 × 10^4^ nuclei from tissues were collected in lysis buffer containing 10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl2, and 1% NP-40, and spun at 500 × g at 4°C for 10 min. The pellets were resuspended in the transposase reaction mixture containing 25 μL 2 × Tagmentation buffer, 2.5 μL transposase, and 22.5 μL nuclease-free water, and incubated at 37°C for 30 min. The samples were purified using MinElute PCR Purification kit (Qiagen, 28006) and amplification was performed in 1 × next PCR master mix (NEB, M0541S) and 1.25 μM of custom Nextera PCR primers 1 and 2 with the following PCR conditions: 72°C for 5 min; 98°C for 30 s; and thermocycling at 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min. Samples were amplified for five cycles and 5 μL of the PCR reaction was used to determine the required cycles of amplification by qPCR. The remaining 45 μL reaction was amplified with the determined cycles and purified with MinElute PCR Purification kit (Qiagen, 28006) yielding a final library concentration of ~30 nM in 20 μL. Libraries were subjected to pair-end 50 bp sequencing on HiSeq4000 with 4–6 indexed libraries per lane. Partek Flow Genomics Suite was used to analyze sequencing data. Reads were aligned to mm10 genome assembly using BWA-backtrack. MACS2 in ATAC mode was then used to identify peaks from the aligned reads with a q-value cutoff of 0.05 and fold enrichment cutoff of 2.0. Quantify regions tool was used to quantify the peaks identified by MACS2 from each sample to generate a union set of regions. Regions were then annotated to RefSeq mRNA database and analysis of variance (ANOVA) was performed to determine significant peak differences between groups. Gene set enrichment and pathway analysis was used to highlight biological processes with the highest q-values among those identified.

### Statistical analysis

Statistical comparisons were made using a two-tailed unpaired t-test using GraphPad Prism eight software (GraphPad Software Inc, La Jolla, CA, USA). For genome-wide analyses, we employed Partek Genomics Suite (Partek Inc, St. Louis, Missouri, USA) using ANOVA for ATAC-seq comparisons, and DESeq2 for RNA-seq differential expression comparisons, and subsequently used Gene set enrichment tool for gene ontology to identify the significantly affected pathways. Data are expressed as means ± standard errors of the means (SEM). The statistical differences in mean values were assessed by Student's *t* test. All experiments were performed at least twice and representative data are shown.

## Data Availability

We have deposited ATAC-seq and RNA-seq files in the NCBI database (GSE159645). The following dataset was generated: YiDSulHS2020Genome-wide maps of chromatin state(ATAC-seq) and gene expression(RNA-seq) of cold exposed Dot1l-ablated mouse brown adipose tissueNCBI Gene Expression OmnibusGSE159645

## References

[bib1] Aune UL, Ruiz L, Kajimura S (2013). Isolation and differentiation of stromal vascular cells to beige/brite cells. Journal of Visualized Experiments : JoVE.

[bib2] Cannon B, Nedergaard J (2004). Brown adipose tissue: function and physiological significance. Physiological Reviews.

[bib3] Chen CW, Koche RP, Sinha AU, Deshpande AJ, Zhu N, Eng R, Doench JG, Xu H, Chu SH, Qi J, Wang X, Delaney C, Bernt KM, Root DE, Hahn WC, Bradner JE, Armstrong SA (2015). DOT1L inhibits SIRT1-mediated epigenetic silencing to maintain leukemic gene expression in MLL-rearranged leukemia. Nature Medicine.

[bib4] Chen D, Liu W, Zimmerman J, Pastor WA, Kim R, Hosohama L, Ho J, Aslanyan M, Gell JJ, Jacobsen SE, Clark AT (2018). The TFAP2C-Regulated OCT4 naive enhancer is involved in human germline formation. Cell Reports.

[bib5] Chondronikola M, Volpi E, Børsheim E, Porter C, Annamalai P, Enerbäck S, Lidell ME, Saraf MK, Labbe SM, Hurren NM, Yfanti C, Chao T, Andersen CR, Cesani F, Hawkins H, Sidossis LS (2014). Brown adipose tissue improves whole-body glucose homeostasis and insulin sensitivity in humans. Diabetes.

[bib6] Cypess AM, Lehman S, Williams G, Tal I, Rodman D, Goldfine AB, Kuo FC, Palmer EL, Tseng YH, Doria A, Kolodny GM, Kahn CR (2009). Identification and importance of Brown adipose tissue in adult humans. New England Journal of Medicine.

[bib7] Daigle SR, Olhava EJ, Therkelsen CA, Basavapathruni A, Jin L, Boriack-Sjodin PA, Allain CJ, Klaus CR, Raimondi A, Scott MP, Waters NJ, Chesworth R, Moyer MP, Copeland RA, Richon VM, Pollock RM (2013). Potent inhibition of DOT1L as treatment of MLL-fusion leukemia. Blood.

[bib8] Dempersmier J, Sambeat A, Gulyaeva O, Paul SM, Hudak CSS, Raposo HF, Kwan H-Y, Kang C, Wong RHF, Sul HS (2015). Cold-Inducible Zfp516 activates UCP1 transcription to promote Browning of white fat and development of Brown fat. Molecular Cell.

[bib9] Farmer SR (2008). Molecular determinants of Brown adipocyte formation and function. Genes & Development.

[bib10] Feng Q, Wang H, Ng HH, Erdjument-Bromage H, Tempst P, Struhl K, Zhang Y (2002). Methylation of H3-lysine 79 is mediated by a new family of HMTases without a SET domain. Current Biology.

[bib11] Frederiks F, Tzouros M, Oudgenoeg G, van Welsem T, Fornerod M, Krijgsveld J, van Leeuwen F (2008). Nonprocessive methylation by Dot1 leads to functional redundancy of histone H3K79 methylation states. Nature Structural & Molecular Biology.

[bib12] Gilan O, Lam EY, Becher I, Lugo D, Cannizzaro E, Joberty G, Ward A, Wiese M, Fong CY, Ftouni S, Tyler D, Stanley K, MacPherson L, Weng CF, Chan YC, Ghisi M, Smil D, Carpenter C, Brown P, Garton N, Blewitt ME, Bannister AJ, Kouzarides T, Huntly BJ, Johnstone RW, Drewes G, Dawson SJ, Arrowsmith CH, Grandi P, Prinjha RK, Dawson MA (2016). Functional interdependence of BRD4 and DOT1L in MLL leukemia. Nature Structural & Molecular Biology.

[bib13] Godfrey L, Crump NT, Thorne R, Lau IJ, Repapi E, Dimou D, Smith AL, Harman JR, Telenius JM, Oudelaar AM, Downes DJ, Vyas P, Hughes JR, Milne TA (2019). DOT1L inhibition reveals a distinct subset of enhancers dependent on H3K79 methylation. Nature Communications.

[bib14] Harms MJ, Lim HW, Ho Y, Shapira SN, Ishibashi J, Rajakumari S, Steger DJ, Lazar MA, Won KJ, Seale P (2015). PRDM16 binds MED1 and controls chromatin architecture to determine a Brown fat transcriptional program. Genes & Development.

[bib15] Hibi M, Oishi S, Matsushita M, Yoneshiro T, Yamaguchi T, Usui C, Yasunaga K, Katsuragi Y, Kubota K, Tanaka S, Saito M (2016). Brown adipose tissue is involved in diet-induced thermogenesis and whole-body fat utilization in healthy humans. International Journal of Obesity.

[bib16] Jimenez MA, Akerblad P, Sigvardsson M, Rosen ED (2007). Critical role for Ebf1 and Ebf2 in the adipogenic transcriptional cascade. Molecular and Cellular Biology.

[bib17] Kang JY, Kim JY, Kim KB, Park JW, Cho H, Hahm JY, Chae YC, Kim D, Kook H, Rhee S, Ha NC, Seo SB (2018). KDM2B is a histone H3K79 demethylase and induces transcriptional repression *via* sirtuin‐1‐mediated chromatin silencing. The FASEB Journal.

[bib18] Kong X, Banks A, Liu T, Kazak L, Rao RR, Cohen P, Wang X, Yu S, Lo JC, Tseng YH, Cypess AM, Xue R, Kleiner S, Kang S, Spiegelman BM, Rosen ED (2014). IRF4 is a key thermogenic transcriptional partner of PGC-1α. Cell.

[bib19] Kriszt R, Arai S, Itoh H, Lee MH, Goralczyk AG, Ang XM, Cypess AM, White AP, Shamsi F, Xue R, Lee JY, Lee SC, Hou Y, Kitaguchi T, Sudhaharan T, Ishiwata S, Lane EB, Chang YT, Tseng YH, Suzuki M, Raghunath M (2017). Optical visualisation of thermogenesis in stimulated single-cell Brown adipocytes. Scientific Reports.

[bib20] Lichtenbelt WD, Vanhommerig JW, Smulders NM, Drossaerts J, Kemerink GJ, Bouvy ND, Schrauwen P, Teule GJJ (2009). Cold-Activated Brown adipose tissue in healthy men (vol 360, pg 1500, 2009). New England Journal of Medicine.

[bib21] Lu X, Simon MD, Chodaparambil JV, Hansen JC, Shokat KM, Luger K (2008). The effect of H3K79 dimethylation and H4K20 trimethylation on nucleosome and chromatin structure. Nature Structural & Molecular Biology.

[bib22] Markenscoff-Papadimitriou E, Allen WE, Colquitt BM, Goh T, Murphy KK, Monahan K, Mosley CP, Ahituv N, Lomvardas S (2014). Enhancer interaction networks as a means for singular olfactory receptor expression. Cell.

[bib23] Mier P, Alanis-Lobato G, Andrade-Navarro MA (2017). Protein-protein interactions can be predicted using coiled coil co-evolution patterns. Journal of Theoretical Biology.

[bib24] Min J, Feng Q, Li Z, Zhang Y, Xu RM (2003). Structure of the catalytic domain of human DOT1L, a non-SET domain nucleosomal histone methyltransferase. Cell.

[bib25] Ng HH, Feng Q, Wang H, Erdjument-Bromage H, Tempst P, Zhang Y, Struhl K (2002). Lysine methylation within the globular domain of histone H3 by Dot1 is important for telomeric silencing and sir protein association. Genes & Development.

[bib26] Nguyen HP, Yi D, Lin F, Viscarra JA, Tabuchi C, Ngo K, Shin G, Lee AY, Wang Y, Sul HS (2020). Aifm2, a NADH oxidase, supports robust glycolysis and is required for cold- and Diet-Induced thermogenesis. Molecular Cell.

[bib27] Nguyen AT, Zhang Y (2011). The diverse functions of Dot1 and H3K79 methylation. Genes & Development.

[bib28] Ohno H, Shinoda K, Ohyama K, Sharp LZ, Kajimura S (2013). EHMT1 controls Brown adipose cell fate and thermogenesis through the PRDM16 complex. Nature.

[bib29] Okada Y, Feng Q, Lin Y, Jiang Q, Li Y, Coffield VM, Su L, Xu G, Zhang Y (2005). hDOT1L links histone methylation to leukemogenesis. Cell.

[bib30] Puigserver P, Wu Z, Park CW, Graves R, Wright M, Spiegelman BM (1998). A cold-inducible coactivator of nuclear receptors linked to adaptive thermogenesis. Cell.

[bib31] Rajakumari S, Wu J, Ishibashi J, Lim HW, Giang AH, Won KJ, Reed RR, Seale P (2013). EBF2 determines and maintains Brown adipocyte identity. Cell Metabolism.

[bib32] Sambeat A, Gulyaeva O, Dempersmier J, Tharp KM, Stahl A, Paul SM, Sul HS (2016). LSD1 interacts with Zfp516 to promote UCP1 transcription and Brown fat program. Cell Reports.

[bib33] Sambeat A, Gulyaeva O, Dempersmier J, Sul HS (2017). Epigenetic regulation of the thermogenic adipose program. Trends in Endocrinology & Metabolism.

[bib34] Sanchez-Gurmaches J, Hung CM, Guertin DA (2016). Emerging complexities in adipocyte origins and identity. Trends in Cell Biology.

[bib35] Schulze JM, Jackson J, Nakanishi S, Gardner JM, Hentrich T, Haug J, Johnston M, Jaspersen SL, Kobor MS, Shilatifard A (2009). Linking cell cycle to histone modifications: sbf and H2B monoubiquitination machinery and cell-cycle regulation of H3K79 dimethylation. Molecular Cell.

[bib36] Seale P, Bjork B, Yang W, Kajimura S, Chin S, Kuang S, Scimè A, Devarakonda S, Conroe HM, Erdjument-Bromage H, Tempst P, Rudnicki MA, Beier DR, Spiegelman BM (2008). PRDM16 controls a Brown fat/skeletal muscle switch. Nature.

[bib37] Song X, Yang L, Wang M, Gu Y, Ye B, Fan Z, Xu RM, Yang N (2019). A higher-order configuration of the heterodimeric DOT1L-AF10 coiled-coil domains potentiates their leukemogenenic activity. PNAS.

[bib38] Steger DJ, Lefterova MI, Ying L, Stonestrom AJ, Schupp M, Zhuo D, Vakoc AL, Kim JE, Chen J, Lazar MA, Blobel GA, Vakoc CR (2008). DOT1L/KMT4 recruitment and H3K79 methylation are ubiquitously coupled with gene transcription in mammalian cells. Molecular and Cellular Biology.

[bib39] van Leeuwen F, Gafken PR, Gottschling DE (2002). Dot1p modulates silencing in yeast by methylation of the nucleosome core. Cell.

[bib40] Virtanen KA, Lidell ME, Orava J, Heglind M, Westergren R, Niemi T, Taittonen M, Laine J, Savisto NJ, Enerbäck S, Nuutila P (2009). Functional Brown adipose tissue in healthy adults. The New England Journal of Medicine.

[bib41] Wang W, Seale P (2016). Control of Brown and beige fat development. Nature Reviews Molecular Cell Biology.

[bib42] Whyte WA, Orlando DA, Hnisz D, Abraham BJ, Lin CY, Kagey MH, Rahl PB, Lee TI, Young RA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[bib43] Wood K, Tellier M, Murphy S (2018). DOT1L and H3K79 methylation in transcription and genomic stability. Biomolecules.

[bib44] Yi D, Dempersmier JM, Nguyen HP, Viscarra JA, Dinh J, Tabuchi C, Wang Y, Sul HS (2019). Zc3h10 acts as a transcription factor and is phosphorylated to activate the thermogenic program. Cell Reports.

[bib45] Yi D, Nguyen HP, Sul HS (2020). Epigenetic dynamics of the thermogenic gene program of adipocytes. Biochemical Journal.

[bib46] Zhu B, Chen S, Wang H, Yin C, Han C, Peng C, Liu Z, Wan L, Zhang X, Zhang J, Lian CG, Ma P, Xu ZX, Prince S, Wang T, Gao X, Shi Y, Liu D, Liu M, Wei W, Wei Z, Pan J, Wang Y, Xuan Z, Hess J, Hayward NK, Goding CR, Chen X, Zhou J, Cui R (2018). The protective role of DOT1L in UV-induced melanomagenesis. Nature Communications.

How the deposited data were processed for this re-analysis (not part of the article)

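ATAC-seq was performed on BAT nuclei of 2 WT and 2 Dot1l-BKO mice after 4 hr at 4°C. The authors aligned reads to mm10 with BWA in Partek Flow and called peaks with MACS2 in ATAC mode with a q-value cutoff of 0.05 and a fold enrichment cutoff of 2.0. The authors' deposited list gives 1 position per peak and the −log10 of its q-value from MACS2. It was made from the 4 libraries, with the WT libraries named against the Dot1l-BKO libraries, and whether the latter served as the control is not known here. The paper's text does not say whether reads were shifted for the transposase or how multi-mapped and mitochondrial reads were handled, and these steps cannot be repeated from summits.

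The list has no values per library. Read depth is unknown, there is no replicate error, and no test between genotypes was made. Shares of genes and of summits are given with 95% Wilson intervals where an interval is printed, and these cover counting error only. The RNA-seq libraries, also 2 per genotype, were not analysed here.

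Summits were compared with the RefSeq annotation of the same genome build (GRCm38, which is mm10) on chromosomes 1 to 19, X and Y. The annotation held 21000 genes with a curated mRNA. The main window was 1 kb on each side of a TSS. The share of summits near a TSS was tested against 1000 sets of random positions with the same number per chromosome, outside runs of N. Gene families were fixed by symbol and tested with Fisher's exact test and Benjamini-Hochberg adjustment over 12 families, 7 of named pathways and 5 for comparison. The thermogenic and mitochondrial genes that the paper names were tested against 10000 random gene lists matched on promoter GC decile. Scores near and far from a TSS were compared by 100000 permutations. Short sequence patterns for 16 motifs were counted within 100 bp of summits and of random positions, and compared with Fisher's exact test. The random positions lay on the same chromosome with the same GC content in bins of 2%. Up to 5 were taken per summit, and none within 500 bp of a summit. The 32173 summits had 139833 such positions, the 10375 within 1 kb of a TSS had 40137, and the 21798 farther away had 99696. These are fewer than 5 per summit, so that the matching on GC content was not complete. Summits per chromosome were compared with TSSs per chromosome with Fisher's exact test over 21 chromosomes. Windows of 1 kb around summits were matched to the mitochondrial genome with blastn 2.17.0 at an e-value of at most 1e-10.

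The genes named were every gene that the paper names for ATAC-seq or RNA-seq, the ChIP-qPCR control loci Gapdh and Ins1, Pparg, Dot1l and Zc3h10, and the 5 genes whose promoter summit had the highest score. This rule, the tests of the main results and the alternatives were set before the data were examined. The closing section reuses 2 of these to test explanations, the GC-matched positions for the share near a TSS and the GC-matched lists for shares of genes. The other tests of explanations there, such as the mitochondrial matches, were set afterwards. Alternatives changed the score minimum (2, 5 and 10), merged summits within 500 bp, changed the promoter window or the transcripts, changed how summits were given to genes, and changed the random positions or lists. Leaving out a replicate and a replicate block could not be run without values per library.

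The statistics were tested on simulated data. With 30% of 4000 positions placed near a TSS, the test found 29.6% above random, and with none placed it gave p = 0.662 (permutation test). Of 20 families made with a raised share, 20 were called, and of 180 others 0 were called. Of 100 gene lists drawn by GC content alone, 4 had a permutation p under 0.05, and of 100 raised lists 100 did. Of 16 motifs, the 4 inserted ones were called and 0 others. The comparison of medians had a permutation p under 0.05 in 5 of 100 unchanged sets and 98 of 100 changed sets. The comparison of repeated scores within score ranges had one in 10 of 100 unchanged sets and 88 of 100 changed sets, so that its p-values run somewhat low. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.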

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

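The tests on the scores of Gapdh, Hdac4, the ribosomal protein genes and the families set beside them, and the separate tests of summits over and under a score of 1000, were chosen after these values were seen.

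Cytosolic ribosomal protein genes, which the paper does not discuss, had a promoter summit at 91.6% of 83 genes (95% Wilson interval 83.6% to 95.9%). The share among the 17 thermogenic and mitochondrial genes that the paper names was 94.1%, and the difference was not past the threshold (two-sided Fisher's exact test, p = 1). The list also did not differ from mediator subunits (Fisher's exact p = 0.396) or from chromatin modifiers and remodelers (Fisher's exact p = 0.187), and 17 genes can show only a large difference. Random lists matched on GC content of the promoters had a median share of 52.9%, and their central 95% ran from 29.4% to 76.5%. The 94.1% of the thermogenic and mitochondrial list lay above that range (one-sided permutation p = 0.000200). The list holds genes that the paper names for these assays, so that a selection of genes with peaks is not excluded. Such a selection would lie above the random lists whatever the role of GC content. The test therefore cannot decide whether GC content alone is the explanation for these genes. A difference between the libraries at most active promoters, or a list that records open promoters in general, may therefore stand behind the promoter summits at thermogenic genes as well as an effect on those genes in particular. Whether such a difference would come from Dot1l or from library quality or depth was not tested, since there are no values per library.

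The promoter of Gapdh, the negative control locus in the paper's ChIP-qPCR, had a summit at 77 bp downstream of a TSS with a score of 46.9, above the 33.7 of Ucp1. The promoter of Hdac4, which the paper reports as upregulated in Dot1l-BKO mice, had a score of 61.5, and those of Hdac3 and Dnmt1 had scores of 8.12 and 7.05. A candidate explanation is that scores follow the general strength of promoters. Cytosolic ribosomal protein genes with a promoter summit had a median score of 14.0 against a median of 10.8 in random lists matched on promoter GC content (one-sided permutation p = 0.0309). The central 95% of those lists ran from 8.38 to 14.0, so that the ribosomal median lay at its upper limit and not above it. Mediator subunits, with a median of 9.42 against 10.5, and chromatin modifiers and remodelers, with 11.1 against 10.7, were not higher than random lists (one-sided permutation p = 0.674 and 0.339), so that the explanation stays open. The median of the thermogenic and mitochondrial genes was 18.1 against 10.7 (one-sided permutation p = 0.0342), within the central 95% of random lists, which ran from 6.04 to 18.9. That list holds genes that the paper names for these assays, so that the test cannot exclude chance or selection. Whether the 2 lists differ from each other in score was not tested.

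The highest score in the list, 13426, was at position 24613329 on chromosome 1, 25892 bp from the nearest TSS. Its 1-kb window matched the mitochondrial genome over 1001 bp at 99.9% identity. All 10 summits with a score over 1000 lay in sequence that matched the mitochondrial genome over at least 200 bp (100%), against 3 of the 32117 summits with a score of 100 or less. Reads from many copies of mitochondrial DNA placed on nuclear insertions are a candidate explanation for these 10 summits. For the 46 summits with scores over 100 and up to 1000, such matches or masked repeats covered 28.3%, so that they do not account for most of them. Mitochondrial matches alone were at 10 of these 46 (21.7%), against 0.00934% of summits with a score of 100 or less. The candidate explanation may therefore hold for these matching summits too. Masked repeats were at 8.70%, near the 9.05% of summits with a score of 100 or less. For all 56 summits over 100 taken together the share with either was 41.1%, which is fewer than the explanation needs for the whole group. If the Dot1l-BKO libraries served as the control, high scores at these insertions would need more mitochondrial reads in the WT libraries. That was not tested, and no biological explanation was tested.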

How the results depend on the processing

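No paired analysis was possible because the list gives one score per peak and no values per library. Leaving out each replicate could not be run for the same reason, and the unknown depth of the libraries keeps any difference between genotypes from being measured here.

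The share of summits near a TSS stayed above random positions under each of the 11 alternatives, from 22.4% (1 kb upstream to 100 bp downstream of a TSS) to 58.6% (score of at least 10). The 7 pathway families all had more promoter summits than other genes with each score minimum, each promoter window and all annotated transcripts. They also had more than random lists matched on promoter GC content. Cytosolic ribosomal proteins, a comparison family, had more in each of these too. The thermogenic and mitochondrial list stayed past its threshold under the same score minimums, windows and transcripts and with no matching on GC, with shares from 52.9% to 94.1%, and the difference in median score near and far from a TSS kept its direction, from 1.87 to 6.65.

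The score minimum changed counts by construction, as it leaves fewer summits. With a score of at least 5 there were 16097 summits, and 11 chromosomes differed from their share of TSSs in place of 18. With a score of at least 10 there were 7569 summits, 4944 genes with a promoter summit and 9 such chromosomes.

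Of the motifs past the threshold, one reversed under an alternative. The odds ratio of the short CTCF pattern was 0.895 against GC-matched positions and 1.86 against positions 5 kb away from each summit. ERR (1.17) and YY1 (0.997) were not past the threshold against GC-matched positions over all summits. Their odds ratios came to the other side of 1 at 0.748 and 10.3 against positions 5 kb away, and that of YY1 at 1.17 with a window of 50 bp. With a score of at least 5 and of at least 10, YY1 was past the threshold in the other direction, at 0.742 and 0.641 (adjusted p = 6.99e-08 and 1.65e-08, Fisher's exact test). Direction also depended on the distance to a TSS. Among summits more than 1 kb away and among those within 1 kb, the odds ratios were 0.710 and 2.73 for SP/KLF, 2.20 and 0.868 for EBF, 1.16 and 0.507 for the short CTCF pattern and 1.36 and 0.612 for YY1, all past the threshold. The cause was not tested. Among single families, motifs and chromosome X, 6 values became weaker (of NFI, DR1 and the loose C/EBP pattern) and 3 stronger (of ERR with a score of at least 5 and the 2 of YY1 above), and 62 counts of promoter summits of single genes moved.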

Differences from the paper's values

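The paper reports approximately 20000 peaks per condition. The authors' deposited list held 32173 summits, and it is one list described as WT against Dot1l-BKO libraries, so that the 2 numbers need not count the same thing. Of the alternatives set before the data were examined, a score of at least 5 gave 16097 summits, within 1.5 times of the paper's number. A score of at least 2 (30332 summits), a score of at least 10 (7569), one summit per peak (32173) and merging within 500 bp (31554) were not within 1.5 times of the paper's number.

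The paper places Nrf1 among the genes shared by ATAC-seq and RNA-seq. No summit lay within 1 kb of an Nrf1 TSS, and the nearest was 34131 bp away in an intron. Ccnd1, Brd2 and Smarca1, shown in Figure 5A, also had no promoter summit. Their nearest summits were 2028 bp downstream of the TSS for Ccnd1, at -1054 bp for Brd2 and 25819 bp downstream for Smarca1. The Brd2 summit at -1054 bp had a score of 6.53, and a stronger one 2176 bp downstream had a score of 56.6. Ccnd1 and Brd2 had a summit in the window with 2.5 kb or 5 kb on each side of a TSS, and Brd2 also with all annotated transcripts. All 4 genes were counted when a summit was given to the gene of the nearest TSS at any distance, or when it lay in the gene body or within 1 kb of it. Smarca1 lies on chromosome X, where 12.6% of genes had a promoter summit, against 46.8% on the autosomes. Its missing promoter summit therefore need not be particular to this gene.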

Other observations

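The tests of reads on chromosome X, of chromosome Y, of the equally good fits and of Nrf1 start sites were chosen after the results they bear on were seen. The number of summits on X was also known before the other tests on it were chosen.

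Chromosome X held 386 summits. From its number of TSSs 1350 would be there, and from the GC content of the summits 1184, so that neither accounts for the low number. Summits per TSS on X came to 27.7% of those on the autosomes, and 114 of 902 genes on X (12.6%) had a promoter summit, against 46.8% on the autosomes. The paper used male mice unless otherwise stated, and a single X would give fewer reads under each peak there. Dividing each autosomal score by 2 left 81.3% past the threshold, but a score does not fall in proportion to the reads, so that this value does not decide. The scores repeat on a ladder whose steps widen as those of a Poisson test do with about 11.1 background reads. When reads were halved on that ladder, 17.3% of autosomal summits stayed past the threshold, below the 27.7% seen. Chromosome Y, also single in males, does not settle it. Y had 58 summits, and its summits per TSS came to 58.9% of those on the autosomes, more than on X (two-sided Fisher's exact test, p = 7.31e-05). None of these lay within 1 kb of a TSS, 48 were in windows that were mostly masked repeats, and 0 of 77 genes on Y had a promoter summit. One copy of X in males thus remains open as an explanation for the low number, and an effect of Dot1l on X was not tested.

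Most scores took few values. The 32173 summits had 2606 distinct scores, and 85 scores shared by at least 50 summits covered 73.9% of them (the limit of 50 was chosen after the scores were seen). In MACS2 a score repeats when the expected level is the genome-wide background, and it varies when the control has local reads. If the Dot1l-BKO libraries were the control and kept signal at TSSs, summits near a TSS would take repeated scores less often. They took them more often, at 85.7% against 71.4% for distal summits in the same score ranges up to 20, a difference of 14.3 percentage points (two-sided permutation test, p = 0.0001, the smallest that 10000 permutations can give). This does not decide the question. A TSS at which the control kept local signal would have a raised expected level and could fail the cutoffs, so that the list may hold mainly TSSs without such signal. Whether the control was used in this way is also not stated in the paper's text. Some scores on the ladder were taken by more summits than their neighbours, at a regular spacing that was fitted to the 38 scores between 5 and 30. Scaling of reads down to a smaller control may give such a spacing. The first fit, with a spacing of 4.39 steps, placed 2 of the 6 such scores found over 38 (two-sided Fisher's exact test, p = 0.576). It was one of 10 fits that described the 38 scores equally well, with spacings up to 4.47, and these placed from 2 to 5 of the 6, with Fisher's exact p from 0.000178 to 0.576 and 3 of the 10 under 0.05. The lowest scores, left out of the fit, include one at 2.15 that the first fit missed. Scores from 30 to 38 were in neither the fit nor the test. There the first fit placed the ones at 30.1 and 33.3 and missed the one at 37.6. The explanation stays open.

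Around the site 4.6 kb upstream of the Ucp1 TSS, where the paper's ChIP-qPCR found Zc3h10 and Dot1l, the nearest summit was at 83285641 on chromosome 8, 107 bp from the site, with a score of 13.7. For Tfam the promoter summit was 198 bp downstream of the TSS, with a score of 7.05. Nrf1, whose promoter the paper also tested by ChIP-qPCR, had no promoter summit. A start site outside the RefSeq mRNAs does not account for this, since the nearest of all 21 annotated Nrf1 transcript starts was 34131 bp from a summit. Of the other loci in the paper's experiments, Pparg, Dot1l and Zc3h10 had a promoter summit, and Ins1 had none within 10 kb. The nearest to Ins1 was 514513 bp away.

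The concentration of summits at TSSs was not accounted for by GC content, since random positions matched on it lay within 1 kb of a TSS at 14.8% against 32.2% of the summits. Some motifs were more frequent within 100 bp of summits than around GC-matched positions (two-sided Fisher's exact test, Benjamini-Hochberg over 16 motifs). Those positions numbered fewer than 5 per summit, so that the matching for motifs was not complete. The NRF1 pattern GCGCNTGCGC was present at 2.22% of summits against 0.318% (adjusted p = 4.39e-228, Fisher's exact test), and at 0.339% of summits more than 1 kb from a TSS. The EBF pattern was present at 9.93% against 6.15%, and among distal summits at 11.5% against 5.54%. Within 1 kb of a TSS it went the other way, at 6.73% against 7.67% (odds ratio 0.868, adjusted p = 0.00145, Fisher's exact test). A loose C/EBP pattern was present at 14.9% against 8.13%, but at the same rate as in positions 5 kb away from each summit (odds ratio 1.00). The strict C/EBP pattern, which few summits held, was present at 0.0870% against 0.0129% (odds ratio 6.77, adjusted p = 4.69e-10, Fisher's exact test), and its odds ratio against positions 5 kb away was 6.25 (adjusted p = 6.83e-05, Fisher's exact test). The ERR pattern did not differ (0.454% against 0.389%, adjusted p = 0.113, Fisher's exact test), although among summits with a score of at least 5 its odds ratio was 1.43 (adjusted p = 0.0102, Fisher's exact test), and over its alternatives the odds ratio ran from 0.748 to 1.43. These patterns are short sequences, and binding of the factors was not measured.

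The 5 genes with the highest promoter scores were Gm20594 (1749), Khsrp (180.4), Cycs (155), Sp1 (123.5) and Ifrd1 (122.3). The summit of Gm20594 on chromosome 6 lay in sequence that matched the mitochondrial genome over 435 bp at 88.5% identity. Cycs encodes cytochrome c, and its summit was at -141 bp from the TSS.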
